# The Osteoblast Transcriptome in Developing Zebrafish Reveals Key Roles for Extracellular Matrix Proteins Col10a1a and Fbln1 in Skeletal Development and Homeostasis

**DOI:** 10.3390/biom14020139

**Published:** 2024-01-23

**Authors:** Ratish Raman, Mishal Antony, Renaud Nivelle, Arnaud Lavergne, Jérémie Zappia, Gustavo Guerrero-Limón, Caroline Caetano da Silva, Priyanka Kumari, Jerry Maria Sojan, Christian Degueldre, Mohamed Ali Bahri, Agnes Ostertag, Corinne Collet, Martine Cohen-Solal, Alain Plenevaux, Yves Henrotin, Jörg Renn, Marc Muller

**Keywords:** zebrafish, osteoblast, transcriptome, gene expression, *col10a1a*, *fbln1*, FGF8, ECM, skeletal development, vertebra

## Abstract

Zebrafish are now widely used to study skeletal development and bone-related diseases. To that end, understanding osteoblast differentiation and function, the expression of essential transcription factors, signaling molecules, and extracellular matrix proteins is crucial. We isolated Sp7-expressing osteoblasts from 4-day-old larvae using a fluorescent reporter. We identified two distinct subpopulations and characterized their specific transcriptome as well as their structural, regulatory, and signaling profile. Based on their differential expression in these subpopulations, we generated mutants for the extracellular matrix protein genes *col10a1a* and *fbln1* to study their functions. The *col10a1a^−/−^* mutant larvae display reduced chondrocranium size and decreased bone mineralization, while in adults a reduced vertebral thickness and tissue mineral density, and fusion of the caudal fin vertebrae were observed. In contrast, *fbln1^−/−^* mutants showed an increased mineralization of cranial elements and a reduced ceratohyal angle in larvae, while in adults a significantly increased vertebral centra thickness, length, volume, surface area, and tissue mineral density was observed. In addition, absence of the opercle specifically on the right side was observed. Transcriptomic analysis reveals up-regulation of genes involved in collagen biosynthesis and down-regulation of Fgf8 signaling in *fbln1^−/−^* mutants. Taken together, our results highlight the importance of bone extracellular matrix protein genes *col10a1a* and *fbln1* in skeletal development and homeostasis.

## 1. Introduction

Bone formation and homeostasis is a highly regulated process, whose better understanding will provide insights into diagnosis and therapeutic interventions to be developed for the welfare of an aging human population suffering from skeletal pathologies like osteoporosis, osteopetrosis, osteoarthritis, and age-/sports-related injuries. The two cell types critical for bone formation are the chondrocytes secreting the cartilage extracellular matrix (ECM) and the osteoblasts that are responsible for building new bone tissue [1]. Cartilage and bone cell fate is governed by the foremost regulator RUNX2 [2], whereas SP7 promotes osteoblast commitment in early osteoblast progenitors [3,4]. Together with these two cell types, osteocytes form the cellular component of the bone skeleton, ultimately responsible for deposition, mineralization, and maintenance of the bone ECM. The ECM forms the non-cellular component of the bone tissue, comprising the organic component made up of predominantly collagens and non-collagenous proteins, and the inorganic component consisting of calcium phosphate apatite and trace elements [5].

Zebrafish (*Danio rerio*) has recently become a powerful model for skeletal biology, due to its conserved genetic and functional characteristics compared to mammals and its numerous technical and experimental advantages [6,7,8]. The most studied skeletal structures during early development are the cranial bones, as they are the first to undergo ossification and are specially interesting for the study of craniofacial disorders [9]. Similar to terrestrial vertebrates, the skeleton of zebrafish contains bones of both dermal and chondral origins, which form from neural crest-derived cells relatively early in the course of development [10,11]. In later stages and in adults, the vertebral column and fin rays are extensively studied [12]. Individual structures of the skeleton are formed either by osteoblasts derived from mesenchymal cells, without a previous cartilage matrix (intramembranous), or through endo- or peri-chondral ossification building up onto a preformed cartilage extracellular matrix (ECM), previously secreted by chondrocytes [6,13]. Both the key regulators and signaling pathways controlling skeletal development are highly conserved between mammals and teleosts [14,15,16]. Indeed, zebrafish osteoblasts express specific genes [17], often orthologs of their mammalian counterparts, such as those for the transcription factors Runx2 (*runx2a* and *runx2b*) and Sp7 (*sp7*). The *sp7* gene is the earliest regulator and marker for osteoblasts in zebrafish [18].

The ECM plays a crucial role in the formation of the skeleton, not only as a protein backbone for the mineralization to form the bone tissues, but also through its regulatory interactions with the bone cells. The first zebrafish model for osteogenesis imperfecta (the *chihuahua* mutant) has a dominant mutation in the *col1a1a* gene, illustrating how modifying a major component of the bone ECM is able to affect skeletal development [19] and how such a model can help to better understand bone mineralization [20]. Other collagens have been shown to affect skeletal formation, such as Col2a1a, Col11a2 [21], or Col8a1a [22]. COL10A1 is interesting, as it is expressed in hypertrophic chondrocytes in fish and mammals, but only zebrafish (and other teleosts) express it in osteoblasts [23,24,25]. It is a nonfibrillar collagen forming a homotrimer of three identical chains. In mammals, COL10A1 plays a significant role in endochondral bone development due to its specific expression in hypertrophic chondrocytes, mainly in the calcifying zone of growth plate cartilage [26]. It is also expressed in the calcified zone of knee articular cartilage, where increased hypertrophy and COL10 expression are well documented in osteoarthritis [27]. In humans, missense, nonsense, and frame-shift mutations in the *COL10A1* gene cause Schmid type metaphyseal chondrodysplasia (SMCD) [28,29]. In mice, the presence of abnormal COL10A1 resulting from dominant acting mutations in the *Col10a1* gene affects trabecular bone and causes *cox vara*, reduced thickness of the growth plate resting zone and articular cartilage, altered bone content, and atypical distribution of matrix components within growth plate cartilage [30,31]. In zebrafish, however, the significance of this additional expression is unknown.

Genes coding for non-collagenous ECM proteins were also identified. The *bglapl* gene is often used as a marker for mature or late osteoblasts [32]. Other genes, such as *spp1* [33] or *gpc4* [34], were shown to be required for bone formation, in part by interacting with extracellular signaling proteins involved in WNT, BMP, or HH pathways that are crucial for skeletal formation. Another family of ECM proteins is the Fibulin family, glycoproteins that are found in basement membranes, fibers, and proteoglycan aggregates [35] in many locations where they play a role in organogenesis by stabilizing the ECM through their interactions with binding partners [36]. Its founding member, FBLN1, was shown to be required for bone mineralization in a mouse KO model [37]. Indeed, *Fbln1* KO results in defects in neural crest cell patterning, leading to anomalies of the aortic arch arteries, thymus, thyroid, cranial nerves, hemorrhages in the head and neck, and finally increased mortality [38,39]. Furthermore, *Fbln1* KO mice display a significant reduction in mineralization followed by reduced bone volume and size in the calvarial and frontal bones, at least in part by impeding *Sp7* induction by BMP2 [37]. In zebrafish, *fbln1* expression was observed in posterior presomitic mesoderm, the tail tip, and regions of somite formation. At later stages, it is expressed in fin mesenchymal cells [40] and in the myocardium [41]; however, its role in skeletal development of zebrafish is unknown. In that context, it is also noteworthy that human osteoarthritis, a condition due to degradation of cartilage in joints and increased subchondral bone formation, is characterized by modifications in the content of cartilage and bone ECM proteins [42].

Here, to further increase our understanding of skeletal formation using the zebrafish as a model system, we first investigated the early zebrafish osteoblast specific transcriptome by isolating *sp7*-expressing cells using the *Tg(sp7:sp7-GFP)* reporter line described earlier [43]. Based on their *sp7* expression, we identified two distinct subpopulations of osteoblasts that differentially express two ECM protein genes, *col10a1a* and *fbln1*. We therefore generated mutant zebrafish lines for these two genes to determine their previously unknown function in zebrafish bone development.

## 2. Materials and Methods

### 2.1. Fish and Embryo Maintenance

Zebrafish (*Danio rerio*) were reared in a recirculating system from Techniplast (Buguggiate, Italy) at a maximal density of 7 fish/L. The water characteristics were as follows: pH = 7.4, conductivity = 50 mS/m, temperature = 28 °C. The light cycle was controlled (14 h light, 10 h dark). Fish were fed twice daily with dry food (ZM fish food^®^, Zebrafish Management Ltd., Winchester, UK) with size adapted to their age, and once daily with fresh nauplii from *Artemia salina* (ZM fish food^®^). Larvae aged less than 14 days were also fed twice daily with a live paramecia culture. Wild type zebrafish from the AB strain and mutant lines were used. The *Tg(sp7:sp7-GFP)* transgenic line has been generated in-house as described earlier (ulg071 Tg) [43].

In general, two males and two females were used for breeding in the morning, eggs were collected and raised in E3 (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, 0.00001% methylene blue).

### 2.2. Dissociation of 4 Days Post Fertilization (dpf) Larvae to Obtain Osteoblasts and Preparation for FACS Sorting

A *Tg(sp7:sp7-GFP)* (ulg071 Tg) heterozygous transgenic parent was outcrossed with a Wild type (WT) parent to obtain a clutch of transgenic and non-transgenic offspring. At 3 dpf, the transgenic, fluorescent larvae were separated from their non-transgenic siblings and raised separately in two different plates. At 4 dpf, around 100–150 larvae were euthanized by adding 0.048% (*w*/*v*) of MS-222 (Ethyl 3-aminobenzoate methane sulfonate; Merck, Overijse, Belgium), and transferred to “gentle MACS™ C” tubes (Miltenyi Biotec, Leiden, The Netherlands) in an excess of E3 medium [44]. The supernatant was removed and replaced with 1–1.5 mL of de-yolk [44] buffer. The yolk was removed by vigorously pipetting up and down several times for 10 min and the supernatant discarded. The larvae were washed twice with Gibco^TM^ HBSS-buffer (without Ca^+2^ and Mg^+2^ ions and phenol red free) (Thermo Fisher Scientific, Merelbeke, Belgium) and the supernatant was discarded. The larvae were resuspended in 1.5 mL digestion buffer (1x Gibco^TM^ HBSS-, 10 mM HEPES (0.5%), 2 mM EDTA, TrypLe^TM^ Select 1x (Thermo Fisher Scientific, Merelbeke, Belgium), Proteinase K 0.2 µg/µL (Thermo Fisher Scientific, Merelbeke, Belgium), Collagenase-2 0.2 mg/mL (Worthington Biolabs, Lakewood, NJ, USA) at 28 °C and dissociation was performed running the protocols m_brain_01 and m_brain_03 (according to the manufacturer’s instructions in the Neural Tissue Dissociation Kit (T)) once on a gentleMACS™ Dissociator machine (Miltenyi Biotec, Leiden, The Netherlands), followed by three runs of m_brain_03, 2 runs of protocol m_brain_02, five runs of m_brain_03, each run separated by continuous shaking in the water bath at 28 °C for 5 min. Then, m_brain_01 protocol was run before adding 30 μL of Enzyme A as supplied by Miltenyi Biotec (Neural Tissue Dissociation Kit (T)) followed by 4 additional runs of the m_brain_03 protocol, separated by 5 min incubation at 28 °C with continuous shaking and the tube transferred on ice. The samples were centrifuged at 4 °C at 300× *g* for 10 min and the supernatant discarded as gently as possible to avoid cell resuspension. The pellet was very quickly resuspended in 1 mL HBSS^−^ buffer and filtered through mesh to eliminate cell clumps and aggregates. The filtered cells were collected in polypropylene tubes and viability dye 10% *v*/*v* propidium iodide (Fisher Scientific, Merelbeek, Belgium) was added to distinguish live cells from dead cells/cell debris while sorting. It is very important to ensure that the steps following centrifugation are carried out by placing the tubes on ice. The cells were then brought to the FACS Aria III sorter (BD Biosciences, Erembodegem, Belgium) and the green, fluorescent cells were sorted into a 1.5 mL Eppendorf tube containing 500 µL of PBS buffer with RNAse inhibitor (Promega, Leiden, The Netherlands) and 1% bovine serum albumin (BSA, Sigma-Aldrich/Merck, Overijse, Belgium). Note that a preliminary run was performed using the non-transgenic siblings to ensure that the GFP-positive cells were truly due to transgene expression, not to autofluorescence.

### 2.3. mRNA Sequencing

Cells coming from cell sorting (about 30,000–50,000 cells) were immediately lysed in 0.5% Triton X-100 containing 2 U/µL RNAse inhibitor (Promega, Leiden, The Netherlands) and stored at −80 °C. cDNAs were prepared from these lysed cells according to the SMART-Seq 2.0 protocol (Illumina, San Diego, CA, USA) for low input RNA sequencing, while libraries were prepared using the Nextera XT DNA library kit [45]. Only high-quality libraries were kept for sequencing (5 for the P1 and 3 for the P2 subpopulations). For the whole larvae mRNAs extracted from WT and *fbln1^−/−^* mutants, the cDNA libraries were generated from 100 to 500 ng of extracted total RNA using the Illumina Truseq mRNA stranded kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. All cDNA libraries were sequenced on a NovaSeq sequencing system (Illumina, San Diego, CA, USA), in 1 × 100 bp (single end). Approximatively 20–25 M reads were sequenced per sample. The sequencing reads were processed through the Nf-core rnaseq pipeline 3.0 [46] with default parameters and using the zebrafish reference genome (GRCz11) and the annotation set from Ensembl release 103 (www.ensembl.org; accessed 1 May 2020). Differential gene expression analysis was performed using the DESeq2 pipeline [47]. Pathway and biological function enrichment analysis was performed using the WEB-based “Gene SeT AnaLysis Toolkit” (http://www.webgestalt.org; accessed on 10 November 2022) based on the integrated GO [48], KEGG [49], Panther, and WikiPathways databases (all accessed on 19 April 2023 via http://www.webgestalt.org). Two additional databases were generated using data from zfin (zfin.org (accessed on 24 August 2022) and based on phenotypes associated with gene mutations (Geno-Pheno) or on location of gene expression (Expression).

### 2.4. Generation of Mutant Lines

Mutant lines for *fbln1* (zfin Id: ulg075) and *col10a1a* (zfin Id: ulg076) were generated using the CRISPR/Cas9 method as previously described [50,51]. The guide RNAs have been introduced into the Alt-R^TM^ Cas9 system from Integrated DNA Technologies (IDT, Leuven, Belgium), the gRNA sequence used are, respectively: 5′-CCTGGTGGCCTTGACGGCTGCCC-3′ for *col10a1a*, and 5′-CACCAGATAGTCACGCCCGT-3′ for *fbln1*.

The Alt-R crRNA (gRNA for the gene of interest) and tracrRNA were resuspended in nuclease-free IDTE Buffer to a final concentration of 100 μM each. The two components were mixed according to the manufacturer’s instructions, heated to 95 °C for 5 min, and cooled to 22 °C (gRNA). The 10 μg/μL Cas9 protein was diluted to 0.5 μg/μL using Cas9 Buffer consisting of 20 mM HEPES, 150 mM KCl with pH = 7.5 in a final volume of 10 μL. Then, 3 μL of gRNA were mixed with 3 μL of the Cas9 solution, incubated at 37 °C for 10 min, cooled to 22 °C, and mixed with a 0.5 μL tracer dye (0.5 mg/mL, Rhodamine dextran (RD), Molecular Probes, Carlsbad, CA, USA). Microinjection of 2–3 nL per embryo was carried out on single cell stage (20–60 min post-fertilization) zebrafish embryos using an InjectMan micromanipulator (Eppendorf, Hamburg, Germany) assembled on a Leica M165 FC stereomicroscope.

DNA was isolated from whole larvae or fin clips from adults/juveniles at various stages of development in 50 mM NaOH by heating at 95 °C for 20 min. The solution was cooled down on ice for 10 min, neutralized by adding Tris-HCl 1 M, pH = 8.0, 1/5th the volume of NaOH, spun down using a desktop centrifuge for 2 min to recover the supernatant, and stored at 4 °C. Genomic fragments covering the targeted region were obtained by PCR using the above primers. The primers for PCR genotyping were, respectively, forward 5′-CAGATTTGACTTCAGAGAATGGA-3′, reverse 5′-AGAAACACAGCTTTTCCGAGAG-3’ for *col10a1a* and forward 5′-GTTGGGTCAGATGTGCTGTG-3′, reverse 5′-ATGAGTCTGACCGTGTGCTG-3′ for *fbln1*. The mutants were identified using Heteroduplex Mobility shift Analysis (HMA) by polyacrylamide gel electrophoresis; selected DNAs were further processed for Sanger sequencing to identify the exact position and extent of the mutation.

### 2.5. Genotyping and RNA Extraction of WT and Mutant Larvae

Homozygous mutants were obtained by crossing heterozygous parents carrying the desired mutation. Resulting larvae were first sacrificed, fixed in para-formaldehyde (PFA) 4% or stained, then photographed, and finally DNA was extracted from individual larvae to genotype them as described above. Only homozygous WT or mutants were then assigned to their photograph for phenotype determination.

For the RNA-Seq experiment on mutants, 10 dpf larvae were stored in RNA later (Fisher Scientific, Merelbeek, Belgium). Individual fish were decapitated, the heads were individually stored in a 96 well plate, while the body was used for DNA extraction and genotyping. Once the genotypes were known, the heads were recovered and pooled to constitute three independent batches of, respectively, 21 WT and mutant individuals. The RNA was extracted using the RNA mini extraction kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA was treated with DNAseI (Qiagen, Hilden, Germany) to avoid DNA contamination. Quantity and quality of each extract was assessed by nanodrop spectrophotometer measurements. The pellets were further purified by lithium chloride precipitation, followed by pellet washing twice with 70% ethanol, resuspended in 51 µL of RNAse-free water, and stored at −80 °C. The integrity of total RNA extracts was assessed using the BioAnalyzer (Agilent, Santa Clara, CA, USA). RIN (RNA integrity number) scores were >9 for each sample.

### 2.6. Alizarin Red (AR) Staining

Larvae were sacrificed at 5 dpf and 10 dpf. The larvae were fixed in PFA 4% overnight at 4 °C and thereafter rinsed three times with Phosphate Buffered Saline/0.1% Tween (PBST) for 10 min. Bleaching was performed by adding 6 mL of H_2_O_2_ 3%/KOH 0.5% during 30 min for 5 dpf and 45 min for 10 dpf, respectively, followed by washing twice for 20 min with 1 mL 25% glycerol/0.1% KOH to remove bleaching solution. The larvae were stained with AR (Merck, Overijse, Belgium) at 0.05% in the dark for 30 min on low agitation. Rinsing and destaining was performed thrice at 50% glycerol/0.1% KOH for 30 min. The solution was replaced with a fresh solution of 50% glycerol/0.1% KOH and stored at 4 °C. The larvae were placed in lateral or ventral view onto glycerol (100%) for imaging. Images of stained larvae (n = 60–100 larvae) in three or more independent experiments were obtained on a stereomicroscope (Olympus model SZX10, Tokyo, Japan, cell B software version 3.4).

### 2.7. Alcian Blue (AB) Staining

Larvae were sacrificed by exposure to MS-222 (Ethyl 3-aminobenzoate methane sulfonate; Merck, Overijse, Belgium) (0.048% *w*/*v*) at 5 dpf and 10 dpf. The larvae were fixed in PFA 4% over night (ON) at 4 °C and thereafter rinsed three times with PBST for 10 min. The larvae were stained with 1 mL of alcian blue at 0.04% alcian blue (Sigma-Aldrich/Merck, Overijse, Belgium)/10 mM MgCl_2_/80% EtOH pH 7.5 O/N, on low agitation. Thorough rinsing was performed at least 7 to 8 times with 80% EtOH/10 mM MgCl_2_/water, on low agitation till excess of blue stain is washed and the washing solution appears clear. The larvae were washed with 50% EtOH pH 7.5 for 5 min and then with 25% EtOH pH 7.5 for 5 min. Bleaching was performed by adding 6 mL of H_2_O_2_ 3%/KOH 0.5% during 30 min for 5 dpf and 45 min for 10 dpf, respectively. Then, washing was performed twice for 20 min with 1 mL 25% glycerol/0.1% KOH to remove bleaching solution. Rinsing and destaining was performed three times at 50% glycerol/0.1% KOH for 30 min. The solution was replaced with a fresh solution of 50% glycerol/0.1% KOH and stored at 4 °C. The larvae were placed on the lateral side or ventral side onto glycerol (100%) for imaging. Images of stained larvae (n = 60–100 larvae) in three or more independent experiments were obtained on a stereomicroscope Olympus model SZX10, Tokyo, Japan, cell B software version 3.4), taking care to always use the same lighting and magnification conditions.

### 2.8. Image Analysis of Larvae Stained for Cartilage or Bone

Image analysis was performed on the pictures of larvae stained with alcian blue for cartilage or alizarin red for bone. According to [52], cartilage (alcian blue) images were analyzed by measuring the distances from anterior to the posterior end of the ethmoid plate (head length-hl), between the two hyosymplectics (d-hyo), between the articulations joining the Meckel’s cartilage to the palatoquadrate (d-art), and the angle formed by the two ceratohyals (a-cer); while the degree (absent, low, normal/intermediate, high) of bone mineralization (alizarin red) was visually estimated from images of the following bone elements [53]: maxillary (m), dentary (d), parasphenoid (p), entopterygoid (en), branchiostegal rays 1 and 2 (br1/br2), opercle (o), ceratohyal (ch), hyomandibular (hm), vertebral bodies (vb).

### 2.9. Micro-Computed Tomography Scanning (µCT) and Analysis

WT and their respective mutant siblings were grown in the same tank at identical zebrafish density to minimize variability. The zebrafish were sacrificed, their standard length documented, then fixed for 14–16 h at 4 °C in 4% (*w*/*v*) PFA and prepared for µCT imaging. The individual zebrafish were kept hydrated in a sponge covering and placed in a sample holder during µCT acquisitions (SKYSCAN 1272 scanner (Bruker Corporation, Kontick, Belgium)). Whole body scans were acquired at 70 kV and 100 µA with a 0.5 mm aluminum filter and at an isotropic voxel size of 21 µm. For high-resolution scans and quantitative analysis of the first precaudal vertebrae, zebrafish were scanned at 70 kV and 100 µA with a 0.5 mm aluminum filter at an isotropic voxel size of 7 µm. For all samples, the beam hardening correction parameter was held constant, while ring-artifact correction is sample-dependent, so it was adapted and applied to each sample. No smoothing was applied during image reconstruction (NRecon, Bruker). Images with 7 µm voxel size were manually segmented using pmod version 4.0 (PMOD Technologies, Zurich, Switzerland) to extract precaudal vertebrae 6–8 and both vertebral thickness and vertebral length were determined.

Further analysis of the 21 µm images was performed using the FishCuT Software version 1.2 [54,55]. Briefly, FishCut is a matlab toolbox [54] designed to analyze microCT image of zebrafish and extract morphological and densitometric quantitative information of zebrafish for 25 vertebrae per individual in the case of *fbln1^−/−^* mutants, whereas for *col10a1a^−/−^* mutants, only 23 vertebrae were analyzed due to the fusion of the caudal fin vertebrae. Since FishCut was initially developed on images obtained with a vivaCT40 (Scanco Medical, Wangen-Brüttisellen, Switzerland), we first adapted the parameters (intercept and slope) that should be used in the tissue mineral density (TMD) conversion formula [54]. These parameters were estimated from the calibration scan performed on the same day of the data acquisition. The following combinatorial measures were considered and quantified for each vertebra: centrum surface area (Cent.SA), centrum thickness (Cent.Th), centrum tissue mineral density (Cent.TMD), centrum length (Cent.Le), haemal arch surface area (Haem.SA), haemal arch thickness (Haem.Th), haemal arch tissue mineral density (Haem.TMD), neural arch surface area (Neur.SA), neural arch thickness (Neur.Th), neural arch tissue mineral density (Neur.TMD), vertebral surface area (Vert.SA), vertebral thickness (Vert.Th), vertebral tissue mineral density (Vert.TMD), and were measured. Vertebral measures (Vert) represent the total vertebral body, with all three elements (centrum, haemal arch, neural arch) combined.

### 2.10. Statistical Analysis

Statistics were performed using GraphPad Prism9 software (v. 9.4.1). An unpaired *t*-test was used for comparing distances (d-hyo, hl, and d-art) and angle (a-cer) for cartilage elements in larvae, while for vertebral thickness and length in adults an ordinary one-way ANOVA was used. For comparing the degree of mineralization, we used a Chi-square test on contingency table between WT and mutants. Multivariate analysis (Multiple linear regression analysis) was used for statistical analysis of the FishCut output data. Comparison of left and right opercular areas were performed using Sidak’s multiple comparisons test of mixed effect analysis. All the values are expressed as mean ± SEM and statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Analysis of sp7-Expressing Cells from Transgenic Zebrafish Larvae Reveals the Presence of Two Distinct Osteoblast Populations at 4 dpf

To analyze the transcriptome of living osteoblasts isolated from developing larvae, we employed the transgenic line *Tg(sp7:sp7-GFP)* (ulg071 Tg) that carries the GFP reporter cDNA inserted into the endogenous, osteoblast-specific *sp7*(*osterix*) gene [43]. Transgenic larvae were dissociated at 4 dpf and the cells were analyzed using Fluorescence Activated Cell Sorting (FACS). Interestingly, when looking at the fluorescence distribution of individual cells, we observed two clear subpopulations based on their GFP fluorescent intensities, referred to as P1 (weakly positive for GFP) and P2 (strongly positive for GFP), respectively (Figure 1A). This fluorescent signal was not observed in cells obtained from non-transgenic siblings, proving that it originated from truly Sp7-GFP positive cells and not from some autofluorescent cells (not shown). Whole transcriptome RNA sequencing was performed to compare the transcriptomes of these two subpopulations (P1 and P2). In addition, we also compared each subpopulation’s transcriptome to that of a 4 dpf whole larvae gene expression data set (“All”) from a public database (https://www.ebi.ac.uk/ena/browser/view/PRJEB7244 (accessed on 1 May 2020).

Analysis of the Differentially Expressed Genes (DEGs) (*p* < 0.001, log(fold-change) > 1.6) lists revealed, respectively, 4308 DEGs in P1 and 4531 DEGs in P2 relative to the “All” population (“AllvsP1” and “AllvsP2”), but only 966 DEGs were observed between P1 and P2 subpopulations (“P1vsP2”) (Figure 1B and Table S1). A Venn diagram analysis showed that a vast majority of genes (3648) were common to the “AllvsP1” and “AllvsP2” (Figure 1C), which also encompassed a majority of those differentially expressed in the subpopulations “P1vsP2”. Principal Component Analysis revealed that the two subpopulations P1 and P2 were very distinct from the general “All” cell population (PC1; 89% of the variance); however, the P1 and P2 cells clearly clustered separately (PC2; 4% of the variance), indicating that they may be distinct subpopulations of osteoblasts (Figure 1D). We then analyzed the different DEG lists for enrichment in various databases (GO terms, KEGG, Panther, Reactome, and Wikipathways) to identify biological functions, cellular components, or pathways that may be affected. GSEA analysis revealed that, relative to “All”, in the P1 population (“AllvsP1”) immune response and cardiovascular development were the top biological processes that were up-regulated, while in the P2 subpopulation (“AllvsP2”), ossification and biomineral tissue development were significantly induced (Figure 1E and Table S2). Also, “extracellular region part” and “collagen trimer” were identified as the major cellular components.

Finally, comparison of the P1 and P2 transcriptomes clearly identified “biomineral tissue development”, “ossification”, and “Endochondral ossification” as significantly up-regulated in P2, as well as the signaling pathways initiated by TGFbeta, BMP, Wnt, and MAPkinases. GSEA analysis using databases for known phenotypes upon mutation (Pheno-Geno in Table S2) or expression domains of specific genes in zebrafish (Expression in Table S2) revealed a significant enrichment in genes expressed in and affecting skeletal elements for genes up-regulated in the P2 subpopulation, relative to both P1 and “All”. Cardiovascular genes were also up-regulated in P2, while both subpopulations revealed down-regulation of genes involved and expressed in neural development relative to “All”.

Taken together, a picture emerges of a P1 population that is already engaged into differentiation into skeletal cells, while the P2 population appears as resolutely committed to the osteoblast fate with many specific genes being strongly upregulated, such as *runx2b*, *col10a1a*, or *spp1*. Therefore, we will in the following analysis consider the P1 population as osteoblast-like cells clearly distinct from the general cells of the whole larva (“All”), and possibly a precursor to the more mature P2 osteoblast population.

Different patterns emerged for individual genes when looking at their changes in expression in the different cell populations, as illustrated for selected genes displayed in a clustered heat map based on the change in the number of reads relative to the “All” population (Figure 2A). Genes unaffected or slightly upregulated in P1, but strongly upregulated in P2 would be known osteoblast markers such as *sp7* (and the transgene GFP, as expected from the FACS sorting method), but also *bmp2a*, *col10a1a*, *panx3*, and *spp1* (Figure 2B). Others were increased in P1, and remained high in P2 (*fbln1*, *col1a1*, *col2a2a*, *col2a2b*). The last group of genes show increased expression in P1 relative to “All”, and a decrease in P2 (*lrp2a*, *omd*, *stcl1*). These observations indicate the involvement of a complex pattern of gene regulations comparing the general larvae cell population “All” to the P1 and P2 subpopulations.

To gain further insight into the mechanisms involved in these differentiation processes, we decided to overlay the differential expression data between P1 relative to “All”, and those between P1 and P2, to specific process networks. First, we collected the genes with annotations “Mineralization” or “Ossification” to construct a network of genes involved in the main function of osteoblasts (Figure 3) [56]. Genes upregulated in both P1 and P2 include the bone-related *sp7* and *vdra* transcription factor genes and the ECM protein genes (*spp1*, *bglapl*, *col1a1*, *mgp*). Genes for enzymes controlling extracellular phosphate concentration to ensure mineralization *(entpd5a*, *alpl*, *phospho1*) were strongly induced in both populations, as were those for some extracellular peptidases (*mmp9*, *mmp14a,* and *b*) and some cell membrane proteins such as *panx3* and *tmem119a*. Activation of the Hedgehog pathway is clearly indicated by the induction of the *ptch1* and *ptch2* genes, while the Bmp pathway appears to be activated mainly through *bmp3*, *bmp1a*, and *ltbp1*. The Wnt pathway is mainly activated by *wnt5b* in both P1 and P2, while the *wnt9a* gene is mainly induced in P2, and the *wls* and *lrp5* genes in P1. Thus, complex gene expression patterns emerge distinguishing the two osteoblast populations P1 and P2.

We then looked more specifically at the BMP signaling network (Figure S1). It appears very clearly that the genes for ligands Bmp2a, Bmp3, and Bmper were strongly upregulated in both P1 and P2, while *bmp4*, *bmp6*, and *bmp7a* were more strongly induced in P1, or *bmp1a* and *bmp2b* only in P2. Other genes are only weakly affected (*bmp1b*) or follow a decrease-increase pattern (*bmp15*). Note that Bmp1 proteins are not *bona fide* BMP ligands but are rather involved in the collagen synthesis process through their peptidase activity. Considering BMP receptors, we observe that the *bmpr1aa*, *bmpr1ba*, *bmpr1bb*, and *acvrl1* genes are strongly induced mainly in P1, while *bmpr2a* and *acvr2ba* are induced both in P1 and P2. Genes *smad4a*, *smad4b*, *smad6b*, and *smad9*, coding for the Bmp signal transducing transcription factors, are up-regulated in both subpopulations. Down-regulated genes in P2, relative to P1, are the transcription factors of the Gata family, involved in hematopoiesis, cardiac and vascular development, as well as genes coding for extracellular inhibitors of BMP signaling, such as follistatins (*fsta*, *fstb*, and *fstl1a*). Other BMP antagonists are mainly upregulated in P1 and not changed in P2 (*grem1b*, *grem2a*), while *bambia* and *bambib* are strongly upregulated in both subpopulations, possibly reflecting their role in enabling Wnt signaling [57,58].

Analysis of the WNT signaling pathway leads to similar observations (Figure S2). The *wnt1*, *wnt5b*, and *wnt10a* genes are upregulated in both P1 and P2, while *wnt5a*, *wnt11*, *wnt11f2*, and *wnt7bb* are strongly upregulated in P1 and those for *wnt3* and *wnt6b* are downregulated. Some of the WNT ligand genes are up-regulated in P1, and down-regulated in P2 (*wnt7aa*, *wnt7ab*, *wnt5a*, and *wnt4b*). In terms of receptors, *fzd1*, *fzd2*, *fzb8b*, *lrp4*, *lrp5*, and *lrp6* are mainly up-regulated, as well as the downstream mediators such as *axin2*, disheveled genes *dvl1a* and *dvl1b*, and the beta catenins *ctnnb1* and *ctnnb2*. WNT pathway target transcription factor genes *jun* and *tcf7* are strongly up-regulated.

Taken together, a picture emerges where, compared to the general cell population “All”, two distinct subpopulations of osteoblasts are present in 4 dpf zebrafish larvae based on their *sp7* (or the transgene GFP) expression. Both subpopulations present clear features of skeletal cell gene expression, with the P2 population more clearly identified as osteoblasts. However, the different components: transcription factors, ECM proteins, signaling ligands, receptors, and downstream effectors present a complex pattern of changes in expression in the two subpopulations, probably reflecting the requirement for precise coordination and regulation of the various players involved.

The ECM protein gene *col10a1a* attracted our special attention at this stage. First, in contrast to its specific expression in hypertrophic chondrocytes as is generally accepted in mammals, it is also expressed in osteoblasts in zebrafish [18,25,29]. Moreover, our analysis of the osteoblast transcriptome at 4 dpf revealed *col10a1a* as one of the most highly upregulated genes in the P2 osteoblast population relative to P1 (Table S1, Figure 2), while it was slightly down-regulated in P1 relative to “All” (Figure 3, log(fold-change) = −1.34, *p*-value = 4.7 × 10^−7^). These considerations prompted us to investigate its function in zebrafish, which was unknown.

Another ECM protein whose function was unknown in zebrafish is Fibulin1, although its involvement in skeletal development was already shown in a mouse model [37]. The *fbln1* gene, different from *col10a1a*, displayed increased expression in the P1 subpopulation relative to “All”, and a further increase in the P2 population (Figure 2A,B), thus following the expression pattern of *sp7*. We thus decided to also investigate the function of this gene in zebrafish skeletal development.

### 3.2. Analysis of col10a1a^−/−^ Zebrafish Mutants

To elucidate the role of *col10a1a* in zebrafish skeletal development, we generated a mutant line (ulg076) disrupting the *col10a1a* coding region with a 34-nucleotide insertion and we compared the effects of this mutation in the developing larvae and in adults. No difference was observed in the standard length of WT compared to *col10a1a^−/−^* siblings at 10 dpf, respectively (*p* value = 0.97). Staining of the larvae at 5 dpf with Alcian blue to elucidate the effects of the mutation on cranial cartilage (Figure 4A) revealed a significant reduction of the chondrocranium in the *col10a1a* mutants, as indicated by the smaller distance between the two hyosymplectics (d-hyo) and the head length (hl) in mutants compared to WT (Figure 4B). Alizarin Red staining at 10 dpf revealed an overall decreased mineralization in *col10a1a* mutants for elements of the cranial skeletal such as m, d, en, p and br1 in comparison to WT controls (Figure 4C,D). These observations are consistent with those made using another mutant carrying a 7-nucleotide deletion at the same location (not shown).

The mutant larvae and their WT siblings were grown throughout adulthood and the one-year-old fish were subjected to µCT analysis. No significant difference in the standard length was observed between WT and *col10a1a* mutants (n = 6, *p* = 0.259). No major deformities were detected in the head or vertebral column; however, a projected image of a µCT scan revealed a decreased mineralization in *col10a1a^−/−^* fish relative to WT (Figure 5A), and fusion of vertebral bodies at the tail fin was detected (Figure 5A,F). The µCT images were analyzed using two different approaches. First, three precaudal vertebral bodies (number 6–8) were selected, as shown in (Figure 5B), and morphometric measurements of vertebral thickness (at equivalent positions) and vertebral length were carried out as illustrated in the three different planar sectional view (Figure 5C). This analysis (n = 4 fish/group) revealed a significantly decreased vertebral length (*p* < 0.05) and vertebral thickness in all three vertebrae in *col10a1a^−/−^* adult zebrafish compared to WT (Figure 5D). An additional analysis was performed by quantifying combinatorial measures over the entire vertebral column (Figure 5E). The TMD of the vertebrae and centra, as well as the haemal and neural arches (not shown) (n = 6 individuals/group and 23 vertebrae/individual) was significantly decreased in the *col10a1a^−/−^* mutants compared to WT controls (*p* < 0.05) (Figure 5E), while only surface area were affected in centra and neural arches (Cent.SA, Neur.SA). A closer look at the µCT of the tail fin vertebrae revealed a complex vertebral fusion in four out of six *col10a1a^−/−^* animals (Figure 5F).

### 3.3. Analysis of the fbln1^−/−^ Mutant Line

To elucidate the role of *fbln1* in skeletal development, we generated a mutant line presenting a 16-nucleotide deletion in the *fibulin1* coding region (ulg075) and performed phenotypic analysis by staining for cartilage using AB and for bone using AR staining at developmental stages 5 dpf and 10 dpf. No significant differences were observed in standard length for *fbln1^−/−^* mutants at 5 dpf (*p* value = 0.671) or 10 dpf (*p* value = 0.857) compared to WT. Looking at the 5 dpf chondrocranium (Figure 6A), we observed that the *fbln1^−/−^* mutants exhibit significant reduction in the ceratohyal angle (a-cer) (*p*-value = 0.0154), while no significant effects were observed in the other measures (d-hyo, d-art, hl) (Figure 6B). Looking at the calcified bone matrix (Figure 6C–F), the level of mineralization for skeletal elements, such as en, br1, p, and vb, was significantly increased in mutants at 5 dpf and 10 dpf (Figure 6D,F).

No lethality or no major physical defect were observed in the on-growing *fbln1^−/−^* mutants, thus we let them grow alongside their WT siblings until one year of age to perform µCT analysis. High mineralization was easily visible in *fbln1^−/−^* zebrafish in a whole body projected image of the µCT scans compared to WT (Figure 7A). Using the pmod software (version 4.0), we segmented the precaudal vertebral centra of the precaudal vertebrae 6–8 (Figure 7B). Morphometric measurements, as illustrated in the three different planar sectional views (Figure 8C), revealed (n = 4 fish/group) a significantly increased vertebral length (*p* < 0.01) and vertebral thickness (*p* < 0.0001) in *fbln1^−/−^* adults relative to WT (Figure 7D). Using the FishCuT software version 1.2 to perform combinatorial measurements on all individual 25 vertebral bodies/fish [54], we observed a significantly increased volume (Cent.Vol), surface area, (Cent.SA), thickness (Cent.Th), and TMD (Cent.TMD) for the vertebral centra in *fbln1^−/−^* as compared to the WT controls (n = 7 individuals/group, *p* < 0.05) (Figure 7E). In addition, whole vertebra TMD (Vert.TMD) was increased, while overall neural arch thickness (Neur.Th) was not affected.

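RNA-Seq was performed on heads of 10 dpf larvae, taken after genotyping from the rest of the body, in 3 pools of *fbln1* mutants and 3 pools of WT. The paper's methods give 21 heads per pool, and the design text of the series gives about 20. The results and the methods on sequencing name whole larvae, while the methods on RNA extraction and the sample labels name heads. The values deposited by the authors are gene counts that were already divided by 1 size factor per library, from reads processed on the GRCz11 genome with an Ensembl annotation. Each value is a whole multiple of 1 step per library, and 100% of the values of each library came out whole when divided by that step. By this measure, 16198462, 16596640 and 15174207 reads were counted on genes in WT pools 1, 2 and 3, with a median of 16198462. In mutant pools 1, 2 and 3, 16491941, 15894081 and 18721515 reads were counted, with a median of 16491941. The paper states about 20000000 to 25000000 reads sequenced per sample, and the values used here are the reads counted on genes. A gene with 3 reads stands at 2.60 to 3.20 normalized counts, depending on the library, and such a floor covers counting error only. Genes with at least 10 normalized counts in at least 3 of the 6 libraries were kept, which left 20691 of the 32520 listed genes. Their normalized counts were compared on the log2(value + 1) scale with limma, so the change of genes with low counts is understated, and p-values were adjusted by the Benjamini-Hochberg method. The first principal component held 67.3% of the variance and parted the 3 mutant pools from the 3 WT pools. Pools were grouped by their labels, since the *fbln1* mRNA itself does not part the 2 groups.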

To complete our analyses of the *fbln1^−/−^* line, whole larvae mRNA was extracted from WT and homozygous mutant larvae at 10 dpf to compare their expression level by whole genome sequencing. 

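Between *fbln1* mutant and WT heads, 3746 of the 20691 tested genes had an adjusted p-value under 0.05 (limma) and an absolute log2 fold change above 0.5. Of these, 3191 were higher and 555 were lower in the mutant, so that 85.2% were higher. The threshold on the fold change moved the number of genes most. Without it, 7022 genes had an adjusted p-value under 0.05, of which 3906 were higher and 3116 lower. When the change itself was tested against 0.5 on the log2 scale, 1256 genes were past the threshold, with 1254 higher and 2 lower. In the authors' deposited table, 2725 genes have an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5. The authors' fold changes are for some genes smaller than their own means give, such as 0.74 for *apoa4a* at means of 443.44 and 1.7. The limit of 0.5 is therefore not the same measure in the 2 analyses. Of these 2725 genes, 2677 were also called here in the same direction and none in the opposite direction.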

2511 DEGs (*p*-value < 0.05, log(fold-change) > 0.5) were observed (2214 upregulated, 297 downregulated in the mutant) (Figure 8A,B and Table S3). Among the most strongly upregulated genes were the *col10a1a*, *col1a1a*, *col11a1a*, and the *col2a1a* genes, but also many bone-related genes such as *entpd5*, *enpp1*, *sp7*, and *spp1* (Figure 8A). 

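Among the collagen genes, *col10a1a* (ENSDARG00000054753) had 1238 ± 273 normalized counts in the mutant and 41.1 ± 7.28 in WT (SD, n = 3 pools each), a log2 fold change of 4.87 (standard error 0.17, adjusted p = 5.05e-08, limma). For *col1a1a* (ENSDARG00000012405), the means were 4320.2 ± 755 in the mutant and 198 ± 26.1 in WT (SD, n = 3), with a log2 fold change of 4.43 (standard error 0.13, limma adjusted p = 3.2e-08). The log2 fold change was 3.51 for *col11a1a* (adjusted p = 6.36e-07) and 3.11 for *col2a1a* (adjusted p = 1.08e-07). Every mutant pool was above every WT pool for these 4 genes. Among the bone-related genes, the entpd5 gene is listed as *entpd5a* in the authors' files. For *entpd5a* (ENSDARG00000053481), the means were 83.5 ± 20.0 in the mutant and 14.5 ± 6.03 in WT (SD, n = 3), with a log2 fold change of 2.50 (standard error 0.34, limma adjusted p = 0.0004). The log2 fold change of *enpp1* was 0.89 (standard error 0.17, adjusted p = 0.00285). For *spp1*, which had 109.8 ± 14.8 normalized counts in the mutant and 85.2 ± 12.5 in WT (SD, n = 3), the log2 fold change of 0.36 was not past the threshold (standard error 0.18, limma adjusted p = 0.141). The 5 called genes with the largest increases whose change had the same direction in all 3 same-numbered pairs were *apoa4a*, *apoa4b.2*, *lct*, *fads2* and *krtt1c19e*. Their log2 fold changes were 6.98, 6.68, 6.34, 5.90 and 5.72. In the authors' deposited table they are smaller, with 0.74, 1.27, 4.08, 4.52 and 5.51. With limma-voom on reads recovered from the normalized counts, *apoa4a* was not past the threshold (adjusted p = 0.0636). In that fit *apoa4b.2*, *lct* and *fads2* were past it (limma-voom adjusted p = 0.0111, 0.0113 and 7.47e-06). In WT, *apoa4a* and *lct* had no more than 3 reads in any pool, so that their mutant means were at least 139-fold and at least 42.8-fold higher. Both means rest largely on mutant pool 1, and single pools give lower limits. In mutant pools 1, 2 and 3, *apoa4a* had 1017.52, 185.43 and 127.37 normalized counts, and *lct* had 274.62, 96.88 and 38.99. Reads of the *apoa4* genes could be split between near-identical copies.

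**Figure D1:**
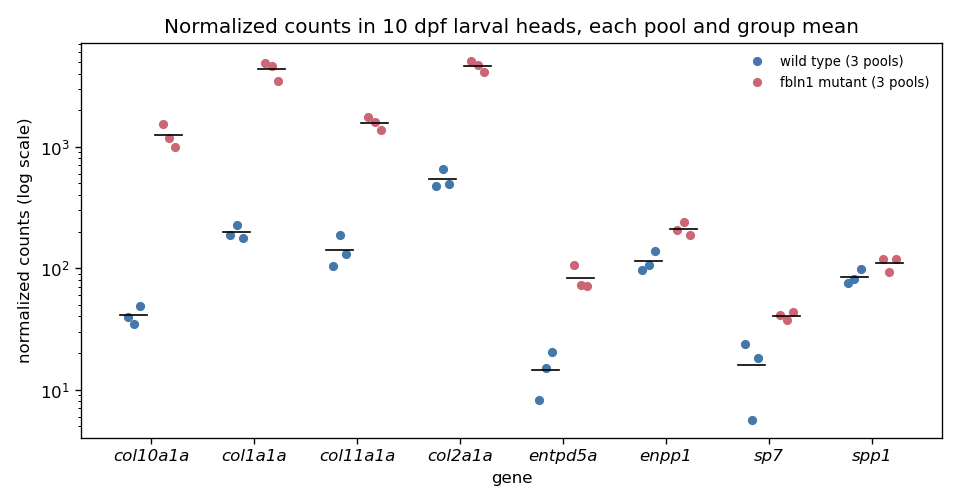
Normalized counts on a log axis of 8 genes in each of the 3 WT pools and the 3 *fbln1* mutant pools, with a line at each group's mean. The mutant pools lie above the WT pools for each gene but *spp1*, whose lowest mutant pool has 92.7 normalized counts and whose highest WT pool has 99.2.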

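For *runx2b* (ENSDARG00000059233), normalized counts were 18.6, 19.8 and 23.5 in the 3 WT pools and 15.4, 15.6 and 27.7 in the 3 mutant pools. Its log2 fold change of -0.12 (standard error 0.34, limma adjusted p = 0.824) was smaller than the spread between pools, and it changed sign when mutant pool 1 or mutant pool 2 was left out. For *alpl* (ENSDARG00000015546), the mean was 518 ± 57.5 in the mutant and 558 ± 27.7 in WT (SD, n = 3), with a log2 fold change of -0.11 (standard error 0.10, limma adjusted p = 0.411). Neither gene was among the 555 genes called lower.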

Among the small number of downregulated genes, we spotted *runx2b* and *alpl*, both markers for osteoblast differentiation, which were minimally affected. The *fbln1* mRNA was decreased in the mutant, indicating that the mutation caused some degree of RNA degradation. 

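The *fbln1* gene (ENSDARG00000103311) had 77.4, 136 and 70.4 normalized counts in WT pools 1, 2 and 3. The libraries labelled mutant replicates 1, 2 and 3 had 93.2, 53.1 and 39.9. The log2 fold change was -0.63 (standard error 0.33, limma adjusted p = 0.162), and the library labelled mutant replicate 1 was above 2 of the 3 WT pools. With each pool left out in turn, the log2 fold change stayed between -0.96 and -0.34, and the adjusted p was 0.0424 without mutant replicate 1.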

Functional annotation using GSEA revealed that mainly one biological process was upregulated: collagen biosynthesis, trimerization, and endochondral ossification (Figure 8B). 

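The log2 fold changes of 51 tested collagen genes had a median 1.75 above that of all 20691 tested genes. Of the 51 genes, 46 had a higher mean in the mutant and 39 were called higher, and none was called lower. In a competitive set test (camera in limma, with a preset correlation of 0.01 between genes), the adjusted p over the 14 sets tested was 1.92e-22. The correlation used for genes of one set moved this value most, and with the correlation estimated from the 6 libraries the adjusted p was 0.0734. The 19 sterol synthesis genes had a median log2 fold change 2.32 above that of all tested genes, and 18 of them were called higher (camera adjusted p = 4.25e-17). With the estimated correlation, the adjusted p of this set was 0.158.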

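The genes for the ligands themselves were compared as 3 sets, listed by gene name. The 10 tested genes of the Bmp list, 1 of which (*bmp2k*) codes for a kinase, had a median log2 fold change 0.25 above that of all tested genes (camera in limma, adjusted p = 0.355), and the 18 Wnt ligand genes had a median 0.15 above it (adjusted p = 0.355). The 24 genes of the Fgf list, which include the Fgf homologous factor genes *fgf11* to *fgf14*, had a median that differed from that of all tested genes by -0.06 (camera adjusted p = 0.355). Without *bmp2k* and these factor genes, left out after the values were seen, the difference was 0.285 for 9 Bmp genes (adjusted p = 0.327) and -0.03 for 17 Fgf genes (adjusted p = 0.966). None of these differences was past the threshold of 0.05 with camera. In the median of the set, each mutant pool was above each WT pool for the Bmp and Wnt lists, and the pools were not parted for the Fgf list. Among single ligand genes, *bmp5*, *bmp3* and *bmp4* were called higher, with log2 fold changes of 0.92, 0.64 and 0.59, and so were *wnt5b*, *wnt9b* and *wnt11*, with 1.50, 0.86 and 0.62, and *fgf10a*, with 0.90 (adjusted p = 0.0429). In the Fgf list *fgf14*, a homologous factor gene, was called lower with -0.52 (adjusted p = 0.0326). These 8 genes were singled out after their values were seen.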

Interestingly, all three signaling pathways for Bmp, Wnt, and Fgf ligands were identified as slightly downregulated. We constructed a network around collagen biosynthesis which revealed the consistent upregulation of all the collagen genes, but also some genes coding for integrins *(itgb1a*), matrilins, fibronectin, or genes coding for enzymes involved in collagen maturation (*plod1a*, *plod2*, *p3h1*, *p3h3*) (Figure 8C). 

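Of the collagen genes, the lowest log2 fold change was -0.38 for *col15a1b* (limma adjusted p = 0.0135), and 5 of the 51 had a lower mean in the mutant. These 5 were *col15a1b*, *col14a1a*, *col24a1*, *col28a1b* and 1 of 2 listed *col19a1* genes, and they were named after their values were seen. Among the genes of the network, the integrin gene *itgb1a* had 699.6 ± 28.4 normalized counts in the mutant and 443 ± 39.0 in WT (SD, n = 3 pools each), a log2 fold change of 0.66 (limma adjusted p = 0.000437). The matrilin genes *matn1* and *matn4* changed by 2.67 and 1.93 on the log2 scale (adjusted p = 1.65e-06 and 8.86e-07), and the fibronectin gene *fn1a* by 1.34 (adjusted p = 1.94e-05). Of the genes for enzymes of collagen maturation, *p3h1* showed the largest change with 1.79 (standard error 0.18, adjusted p = 5.41e-05). The log2 fold changes of *p3h3*, *plod2* and *plod1a* were 1.08, 0.92 and 0.87, each with an adjusted p under 0.05. The paper relates these results to an increase of bone matrix deposition and mineralization.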

Taken together, these results correlate with an increase of bone matrix deposition and mineralization, although some markers for osteoblast differentiation were not significantly affected.

### 3.4. The fbln1^−/−^ Mutant Lacks an Opercle Specifically on the Right Side

Another unexpected phenotype that we observed was that 75% of 3-month-old *fbln1^−/−^* mutants were missing an opercle on the right side (9 out of 12 individuals), compared to none in the WT controls. Simple observation of one-year-old adult homozygous *fbln1^−/−^* zebrafish clearly revealed this missing opercle, always on the right side compared to the contralateral left side or the WT (Figure 9A). The µCT scans of *fbln1^−/−^* adult zebrafish heads confirmed this observation (Figure 9B). In addition, closer examination of these µCT scans of *fbln1^−/−^* adults revealed a thickening of the cavity walls and of the subopercular bone at the site of the missing opercle (Figure 9C). The surprising asymmetry in opercle development in the adults prompted us to find out when it arises, and to measure the opercle area on alizarin red stained 10 dpf larvae, this time comparing the left (L) and right (R) opercle in mutants and WT (Figure 9D). The *fbln1^−/−^* mutants exhibited a trend (*p* = 0.121) to a smaller opercle on the right side compared to the left one, which is not observed in WT siblings. This unique phenotype is reminiscent of the condition previously observed in *ace^ti282a/fgf8^* heterozygote zebrafish due to *fgf8* haploinsufficiency [59]. These *fgf8^ti282a/+^* presented an asymmetric jaw and various size reductions of the opercle always on the right side, often displaying fusion of the opercle with the branchiostegal rays1 and 2. *fgf8* expression was observed in distinct regions of the opercle, jaws, and in the cranial sutures [59]. Thus, our results suggest a probable role of Fbln1 in modifying Fgf8 signaling specifically regulating opercle development. To further investigate this hypothesis, we analyzed the changes in gene expression in the *fbln1^−/−^* mutants specifically in the context of FGF signaling (Figure 9E). Interestingly, we observe a slight downregulation of the *fgf8a* and *fgf8b* genes, along with induction of FGF receptor genes *fgfrl1a* and *fgfrl1b*, and several MAPkinase genes. 

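The *fgf8a* gene (ENSDARG00000003399) had 54.5 ± 6.00 normalized counts in the mutant and 73.9 ± 9.49 in WT (SD, n = 3 pools each), a log2 fold change of -0.43 that was not past the threshold (standard error 0.20, limma adjusted p = 0.117). For *fgf8b* (ENSDARG00000039615), the log2 fold change of -0.15 was smaller than its standard error of 0.24 (limma adjusted p = 0.655), and it was 0.05 without mutant replicate 1. The receptor genes were both higher in the mutant, with a log2 fold change of 0.66 for *fgfrl1a* (adjusted p = 0.00131) and 0.98 for *fgfrl1b* (adjusted p = 0.00133). Of 42 MAP kinase genes tested as a set, 3 were called higher, namely *mapk12a*, *map2k2a* and *map2k6*, with log2 fold changes of 1.14, 0.66 and 0.52. Another 2 were called lower, *map2k7* with -0.53 and *map3k2* with -0.58, and were named after their values were seen. Without the threshold on the fold change, 3 were higher and 9 lower at an adjusted p under 0.05. The median of the 42 genes differed from that of all tested genes by -0.13 (camera in limma, adjusted p = 0.0212). Its adjusted p was 0.161 with the correlation between genes estimated from the libraries.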

Looking at known marker genes and specific targets for Fgf8 signaling [60], we observe that *etv5a* is slightly down-regulated (log(fold-change) = −0.32, *p* = 0.016).

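The *etv5a* gene (ENSDARG00000069763) had 1398 ± 58.3 normalized counts in the mutant and 1759.9 ± 97.4 in WT (SD, n = 3 pools each). Its log2 fold change was -0.33 (standard error 0.07, limma adjusted p = 0.00701), and it stayed between -0.38 and -0.30 with each pool left out in turn. The related genes *etv5b* and *etv4* had log2 fold changes of -0.13 (adjusted p = 0.181) and 0.17 (adjusted p = 0.237), neither past the threshold.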

## 4. Discussion

Omics technologies have been used in the past to reveal the entire transcriptome of osteoblasts from human bone marrow progenitor cells [61], differentiating primary fibroblasts [62], or primary mouse bone marrow stem cells [63,64,65] by micro-array analysis. More recently, deep sequencing was applied to analyze the transcriptome of human osteoblasts from osteoarthritic patients [66] or from mouse tibias [67]. In all these studies, the cells were isolated from a specific location (often calvarial bone marrow) in adult individuals and kept in culture before submitting them to a differentiating treatment. Some recent studies investigated primary osteoblasts directly after surgery, such as comparing primary human osteoblasts to osteoblastomas [68] or mouse primary calvarial osteoblasts [69]. Interestingly, one such study revealed that cells isolated from rat skull or ulnar bones presented distinct transcriptomes [70]. Recently, the single cell transcriptome of two-month-old zebrafish tail muscle tissue revealed the presence of osteoblast-type cells [71]. These studies confirmed the presence of crucial transcription factors, such as SOX9, RUNX2, and SP7 in differentiating osteoblasts, but they all relied on cells obtained from mature tissues in adults.

We decided to take advantage of the quite unique opportunity given by the zebrafish model to obtain, easily and without dissection, developmentally early osteoblasts from 4 dpf larvae. This was achieved by isolating fluorescent cells from transgenic larvae carrying the *GFP* reporter cDNA inserted into the endogenous *sp7* gene. Our assumption that this was the best way to drive GFP expression into developing osteoblasts is verified by the RNA-Seq analysis, as the highly fluorescent cells (subpopulation P2) preferentially express bone-related genes (such as *sp7* itself, but also *runx2b*, *spp1*, *entpd5a, alpl*, *col10a1a*), while the functional annotations specifically point to induction of ossification, ECM formation, and mineralization. This identifies subpopulation P2 as mature osteoblasts. The presence of a larger, weakly fluorescent population (subpopulation P1) came as a surprise. These cells are distinct from the P2 cells; however, many of the genes involved in bone development are also expressed, albeit at lower levels (*sp7*, *bmp2a*, *spp1*, *fbln1*) (Figure 2 and Table S1). Other genes, such as *col1a1*, *col2a2a*, and *col2a2b* are equally expressed in P1 and P2, while still others are downregulated in P2 relative to P1 (*hoxb9a*, *omd*, *stc1l*). Thus, while it is tempting to speculate that population P1 would constitute a discrete osteoblast precursor population due to its very similar transcriptome to P2 (Figure 1C,D), it is at present unclear whether the P1 and P2 subpopulations can be placed in a continuous differentiation lineage or whether they represent two independent lines. One possibility would be that the P2 osteoblasts are related to intramembranous ossification, as at 4 dpf mainly this type of bone elements is mineralizing. The P1 population would correspond to the higher number of precursor cells. These precursor cells do not (or not yet) express late marker genes, such as *spp1* or *col10a1a*. This is also consistent with previous reports showing *col10a1a* expression nearly exclusively in bones at 4 dpf [23,34], while its expression in chondrocytes is observed at 6 dpf [72].

Further comparison of the P1 and P2 subpopulations revealed various patterns of gene expression (Figure 3, Figures S1 and S2), illustrating the complex regulatory events occurring in these cells. Two other genes caught our attention: the *stanniocalcin 1-like* (*stc1l*) gene and the *osteocrin* (*ostn*) gene, which both were strongly upregulated in P1, but downregulated in P2 (Figure 2B and Figure 3). These genes play a role in calcium homeostasis [73] and skeletal development [74,75], respectively, and both are expressed specifically, but not exclusively in the corpuscles of Stannius. Whether this means that the P1 population contains corpuscule of Stannius cells, which would express low amounts of *sp7*, or whether these genes are also expressed transiently in osteoblast precursor cells will need to be further investigated.

Further insight into the function of the two subpopulations may be gained from the phenotypes of the mutants that we analyzed. The *col10a1a* gene is interesting in this respect, as it is downregulated in the P1, but dramatically upregulated in the P2 subpopulation. Furthermore, its mammalian homolog is considered not to be expressed in osteoblasts. This expression pattern is consistent with the report that the Sp7 transcription factor directly regulates the *col10a1a* gene during zebrafish development [18]; however, it appears that only high *sp7* expression leads to high *col10a1a* expression. The other ECM protein gene that drew our attention is the *fibulin1 (fbln1)* gene, which is upregulated in both P1 and P2 subpopulations. *col10a1a* and *fbln1* mutant analysis revealed opposing effects with, respectively, a decreased or increased mineralization in both larval and adult stages. These phenotypes are consistent with a role for the *col10a1a* gene mainly in the P2 mature osteoblasts, while *fbln1* is already required in the P1 precursors, possibly by facilitating proliferation or recruitment to the osteogenic lineage. Such a role would be consistent with the observed increase in expression of mature osteoblast genes in the *fbln1^−/−^* animals. One of these genes is actually *col10a1a*, which is required for bone mineralization as shown by the *col10a1a* mutant.

The decreased mineralization we observed in the *col10a1a* mutants is coherent with the observations made in mice and humans. It is also consistent with the high expression of this gene in osteoblasts, which also extends to the axial skeleton at 6 dpf and later in the entire vertebral column, in medaka [24], and in zebrafish [76]. Interestingly, although *col10a1a* is a direct transcriptional target of the Sp7 transcription factor, we did not observe the dramatic defects in opercula, tail fin, and craniofacial development that were described in *sp7^−/−^* mutants [18], indicating that Col10a1a is only one of the factors regulated by Sp7 to be required for correct osteogenesis. We only observed a vertebral fusion at the tail end of the vertebral column in the *col10a1a* mutants.

In the *fbln1^−/−^* mutants, the increased mineralization is consistent with the observed *fbln1^−/−^* transcriptomic profile, showing a significant increase in several of the genes for collagens and for enzymes involved in collagen biosynthesis and maturation. Interestingly, many of the genes upregulated in *fbln1^−/−^* mutants at 10 dpf are also among those that are upregulated in the P1 and P2 osteoblast subpopulations at 4 dpf, such as *col10a1a*, *entpd5a*, *enpp1*, and *spp1*. 

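The lists compared here hold genes that differ between P2 and P1, not genes that are higher in either than in whole larvae, so they do not test the overlap that the paper describes. Of the 355 genes that the paper's Table S1 lists as higher in P2 than in P1, 347 were tested in the *fbln1* mutant heads. Among them, 75 were called higher and 15 lower (89 and 83 without the threshold on the fold change), and 21.6% were called higher, beside 15.4% of all 20691 tested genes. Their median log2 fold change was 0.01 above that of all tested genes (camera in limma, adjusted p = 0.966). Of the 611 genes listed as lower in P2 than in P1, 604 were tested, of which 223 were called higher and 4 lower (251 and 103 without that threshold). For this second list, 36.9% were called higher, and its median was 0.27 above that of all tested genes (camera adjusted p = 0.000124). With the correlation between genes estimated from the libraries, its adjusted p was 0.0734.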

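The *sp7* gene (ENSDARG00000019516) had 23.8, 5.65 and 18.1 normalized counts in the 3 WT pools and 41.0, 37.5 and 43.3 in the 3 mutant pools. Its log2 fold change was 1.50 (standard error 0.45, limma adjusted p = 0.0259). With each pool left out in turn, the log2 fold change stayed between 0.93 and 1.88, and the adjusted p rose to as much as 0.0644 and passed 0.05 whenever a mutant pool was left out.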

Some of these genes are also target genes for the transcription factor Sp7 [59], whose expression is significantly induced in the *fbln1^−/−^* mutant (Figure 8A). This is a sharp difference to the mouse *Fbln1* KO, where *Sp7* expression was clearly reduced [37], possibly explaining the divergent effect of Fibulin1 depletion in zebrafish and mouse. Increased Sp7 expression may be one of the driving mechanisms for the increased bone matrix deposition and mineralization in *fbln1* mutants, even though some of the osteoblast differentiation marker genes like *runx2b* and *alpl* are downregulated.

In contrast to the findings in *Fbln1* KO mice, the survival rate of *fbln1^−/−^* zebrafish is normal until adulthood and without any malformations or defects that could impact its development and growth. A possible explanation for this discrepancy may be given by the fact that the *fbln1* gene belongs to a family of eight ECM proteins [35], whose increased (possibly ectopic) expression may lead to the recently described phenomenon of “transcriptional adaptation” [77]. In zebrafish, members of this family such as *fbln7 or fbln8* are expressed in skeletal structures [78], and *hmcn2* is co-expressed with *fbln1* in the fin mesenchymal cells and developing somites [40]. Increased expression of FBLN2 was indeed shown to rescue the function of FBLN1 in the placenta of KO mice [38,79]. 

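Of the fibulin family, *fbln2* had 173 ± 12.5 normalized counts in mutant heads and 110.4 ± 14.0 in WT heads (SD, n = 3 pools each), a log2 fold change of 0.65 (limma adjusted p = 0.00788). The log2 fold change of *fbln5* was 1.02 (standard error 0.16, adjusted p = 0.00116). For *hmcn2*, which is listed under 2 identifiers of which 1 was tested, it was 1.64 (standard error 0.33, adjusted p = 0.00441). The *hmcn1* gene had 189.8 ± 17.4 normalized counts in the mutant and 241 ± 22.9 in WT (SD, n = 3), a log2 fold change of -0.34 (standard error 0.12, limma adjusted p = 0.0537). Of the other members, *efemp2a* was higher by 0.83 on the log2 scale (adjusted p = 0.00443), and *efemp2b* changed by -0.45 (adjusted p = 0.00321). The log2 fold change of *fbln7* was -0.16 (adjusted p = 0.384).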

Our analysis of the *fbln1^−/−^* mutant transcriptome, compared to WT, did reveal a downregulation of the *fbln1* gene, together with an upregulation of *fbln2*, *fbln5*, *hmcn1*, *hmcn2* at 10 dpf. Thus, although the general function of these genes remains largely unknown in zebrafish, we cannot rule out the possibility that one of them may rescue the lethal phenotype in our *fbln1^−/−^* mutant zebrafish, as described in mouse.

Other, more morphological effects probably result from perturbations of morphogenetic signaling pathways, as Fibulins are known to interact with signaling molecules such as BMPs, WNTs, or FGFs [35]. The most striking defect was obviously the missing opercle on the right side, as detected in 75% of *fbln1^−/−^* mutants (Figure 9), for which a trend was already detectable in 10 dpf mutant larvae (Figure 9D). Closer inspection revealed a thickening of the opercular cavity walls and of the subopercular bone at the location of the missing opercle (Figure 9B), suggesting that fusion of the developing opercle occurred in these animals as was described in haploinsufficient *fgf8^ti282a/+^* mutants [59]. Transcriptome analysis of the *fbln1*^−/−^ mutant was consistent with a downregulation of the FGF8 signaling pathway. 

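The 12 genes of a list of Fgf pathway response genes, written before the deposited files were examined but after the paper's tables were read, had a median log2 fold change that differed from that of all tested genes by -0.18 (camera in limma, adjusted p = 0.0212). Of these 12 genes, 3 had a higher mean in the mutant, and 6 were lower with an adjusted p under 0.05, but none was called, since none reached the fold change threshold of 0.5. Each mutant pool was below each WT pool in the median of the set. The adjusted p was 0.0555 without mutant replicate 1 and 0.326 with the correlation between genes estimated from the libraries.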

The role of Fgf8 in zebrafish left–right asymmetry was previously shown [80], while the Fgf8 dosage was also shown to influence craniofacial shape and symmetry in mice [81]. Furthermore, tight binding has been shown between mouse FBLN1 and FGF8, while downregulation of FBLN1 inhibits FGF8 expression [82]. Taken together, these observations suggest that *fbln1* mutation may lead to downregulation of FGF8 signaling, resulting in absence of the opercle on the right side.

## 5. Conclusions

Taken together, we show that a population of *sp7*-expressing osteoblasts isolated from 4 dpf zebrafish larvae could be separated in two subpopulations, each one characterized by a specific expression pattern of bone-promoting genes. Pathway analysis revealed a complex pattern of signaling pathway components, transcription factors, and ECM protein genes that characterize each of the subpopulations. Investigation of mutant zebrafish for two genes encoding ECM proteins revealed that both *col10a1a* and *fbln1* play important roles in maintaining skeletal integrity, interestingly with opposite effects. Our results point to a central role for the transcription factor Sp7, activating expression of the *col10a1a* gene in regulating bone and vertebral column mineralization, while the *fbln1* mutant provides a hint that Fgf8 signaling controls the growth and morphogenesis of specific elements. Analyzing the detailed and probably various effects of the mutations on different regions of the zebrafish skeleton (head, skull, vertebrae, fins) will require more work in the future. 

## Figures and Tables

**Figure 1:**
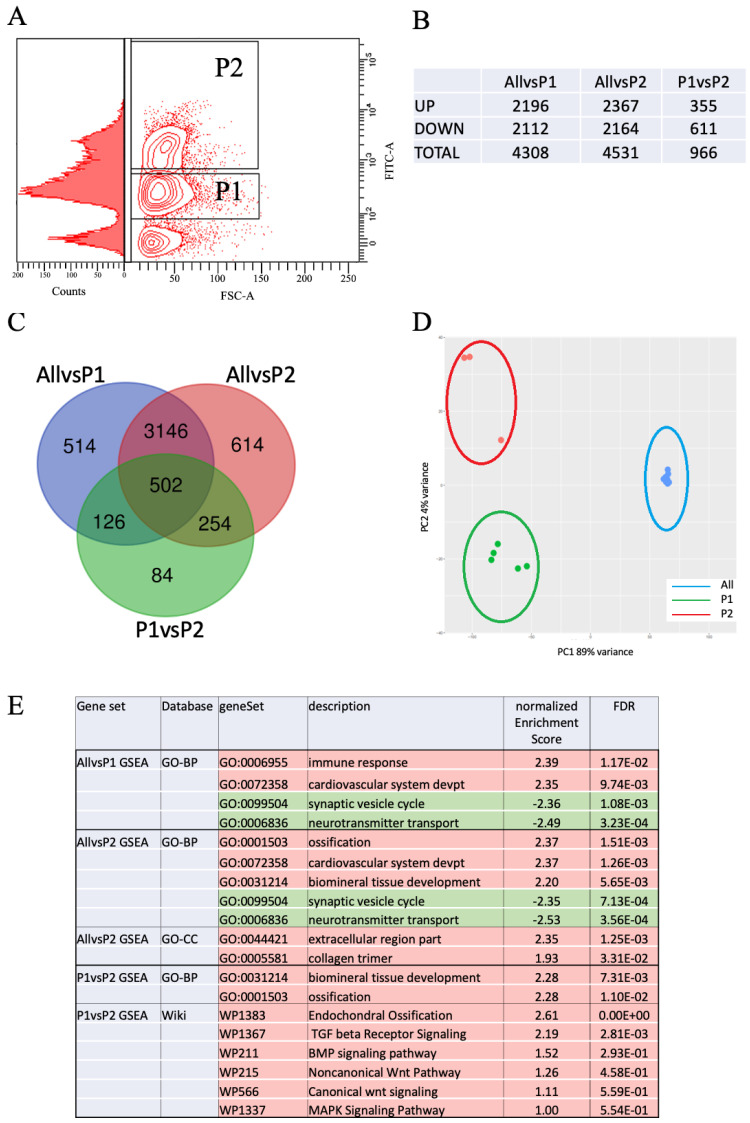
The osteoblasts at 4 dpf reveal two distinct populations based on the GFP fluorescence intensity and differential gene expression. (**A**) FACS plot showing forward scattering (FSC-A) and GFP fluorescence in singlet, living cells in gates P1 and P2. Cell distribution according to their GFP fluorescence is also shown to illustrate the two subpopulations P1 and P2. Gates were set to exclude the 100-fold larger population of non-fluorescent cells for illustration. (**B**) Number of DEGs that are up- or down-regulated in the different comparisons. (**C**) Venn diagram comparing the DEGs in “AllvsP1”, “AllvsP2”, and “P1vsP2”. (**D**) PCA plot, based on the 500 most variable genes in terms of normalized read counts in all individual samples, showing that the two cell subpopulations P1 and P2 are clearly different from each other, but very different from the whole larvae “All” population at 4 dpf. (**E**) Selected terms enriched in the DEG lists “AllvsP1”, “AllvsP2”, and “P1vsP2” as determined by GSEA analysis; columns represent the list concerned, the database used, the dataset concerned, its name, the normalized enrichment score, and the false discovery rate value (FDR). Positive enrichment scores indicate up-regulated terms (highlighted in red), negative ones refer to down-regulated terms (highlighted in green).

**Figure 2:**
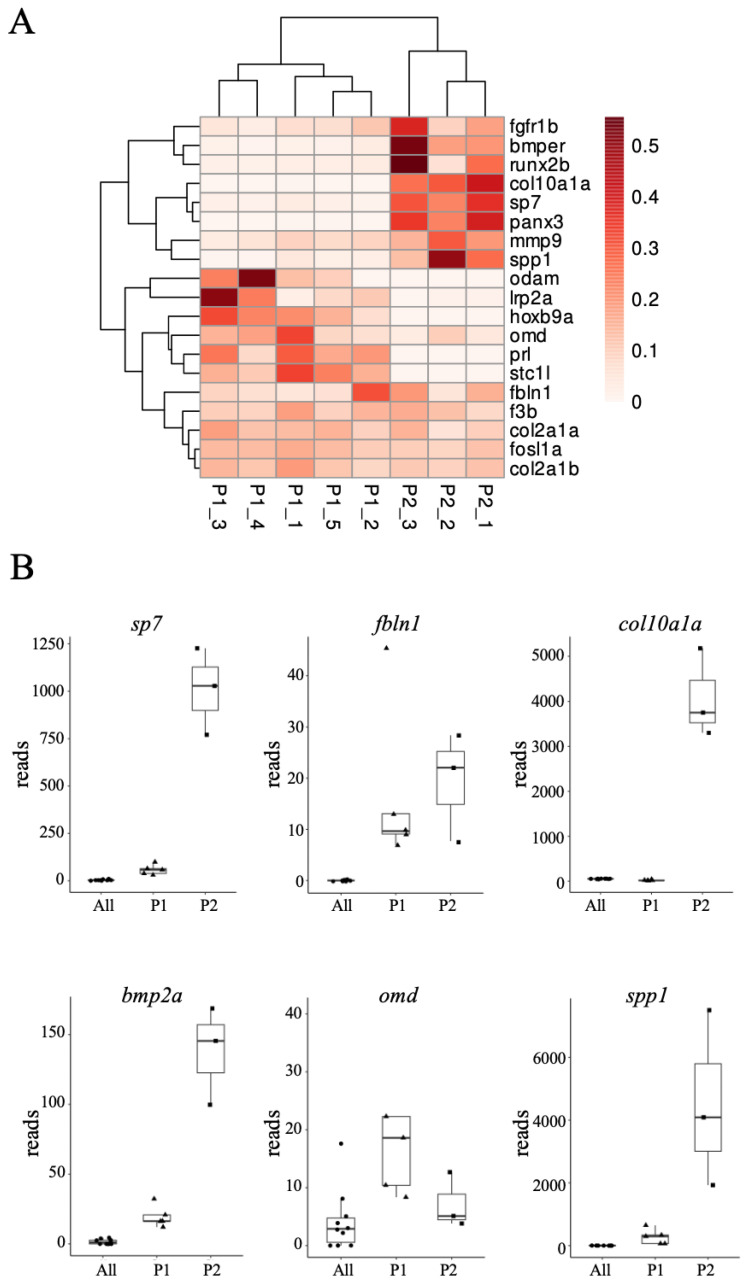
Specific genes present variable expression patterns when comparing the different cell populations. (**A**) change in the number of reads relative to the “All” population of selected genes; For each gene, the color code indicates the number of reads relative to the total number of reads for this gene in all the samples. (**B**) relative gene expression in the different cell populations. All samples are represented here: 10 for the “All” population, 5 for the P1, and 3 for the P2 subpopulations.

**Figure 3:**
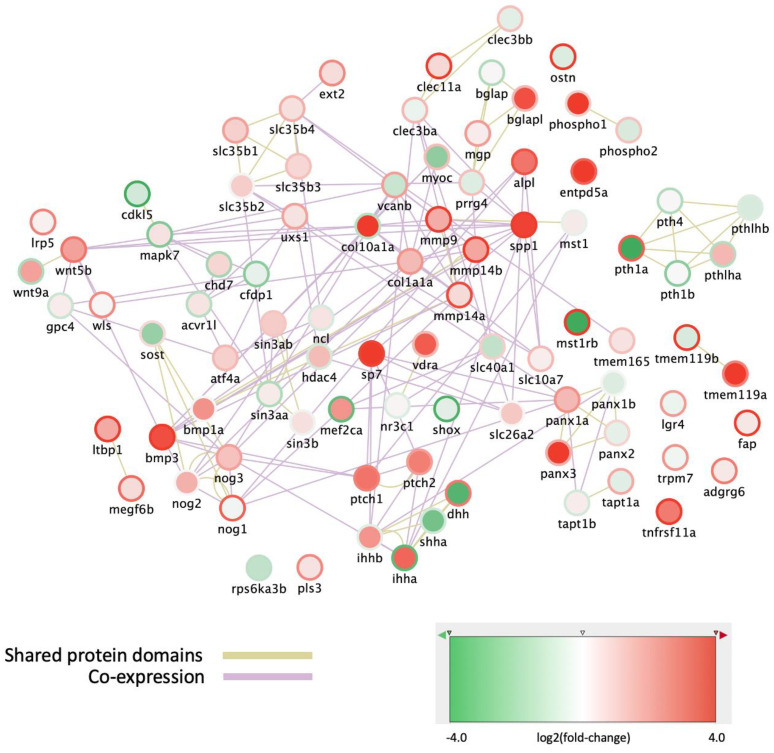
Expression changes in osteoblast subpopulations of genes involved in bone mineralization and ossification. The nodes represent genes, outer ring color represents the log(fold-change) between “All” to the P1 subpopulation, while the fill color represents the log(fold-change) between P1 and P2 subpopulations. The network was generated in Cytoscape, using the GeneMANIA databases for zebrafish Shared protein domains and Co-expression.

**Figure 4:**
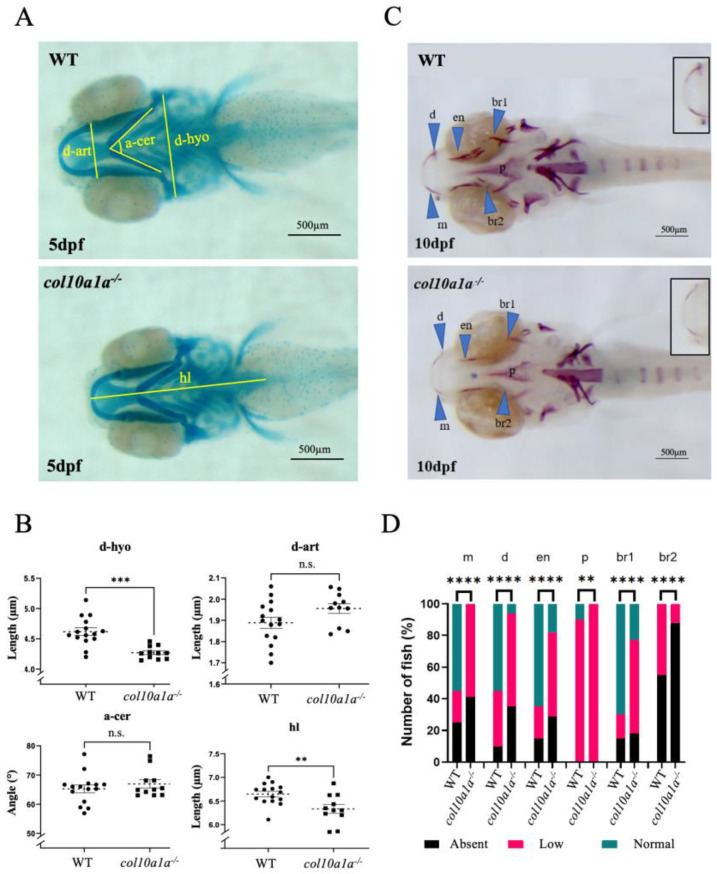
col10a1a^−/−^ mutants display a small chondrocranium at 5 dpf and decreased mineralization at 10 dpf compared to wt controls. (**A**) Ventral view of alcian blue stained WT and *col10a1a^−/−^* larvae at 5 dpf. The distances measured are indicated as described in Mat. and Meth. (**B**) *col10a1a^−/−^* reveal reduced head size at 5 dpf compared to WT (*p* < 0.01; WT n = 12, *col10a1a^−/−^* n = 15). Measures are distances from anterior to the posterior end of the ethmoid plate (head length-hl), between the two hyosymplectics (d-hyo), between the articulations joining the Meckel’s cartilage to the palatoquadrate (d-art), and the angle formed by the two ceratohyals (a-cer). (**C**) Ventral view of alizarin red stained WT and *col10a1a^−/−^* larvae at 10 dpf. The blue arrowheads point to the skeletal elements: maxillary (m), dentary (d), parasphenoid (p), entopterygoid (en), branchiostegal rays 1 and 2 (br1/br2). Inserts show the maxillary and dentary. (**D**) Fraction (%) of individuals presenting a high (green), reduced (red), or absent (black) level of bone mineralization in the different bone elements in WT and *col10a1a^−/−^* fish at 10 dpf. (WT n = 20, *col10a1a^−/−^* n = 17). (n.s. = non significant) significance: ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 5:**
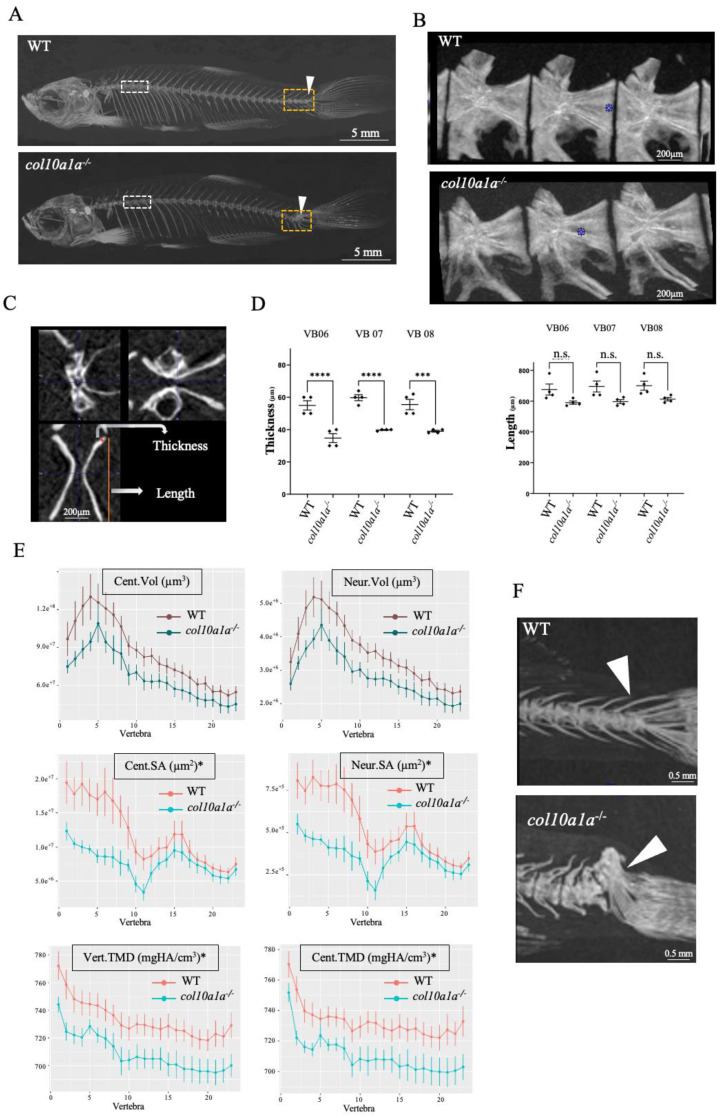
Adult *col10a1a^−/−^* zebrafish have decreased vertebral TMD and altered bone properties. (**A**) Representative µCT scans (MIPi = Maximum Intensity Projected image) of a year-old adult WT (top) and *col10a1a^−/−^* (bottom) reveal a decreased mineralization and fusion of the caudal fin vertebrae in the mutant. (**B**) Lateral view of pre-caudal vertebrae 6–8 (L to R) for WT and *col10a1a^−/−^* fish. (**C**) Representative µCT scan of a vertebra in 3 planar views, showing the two morphometric measurements: vertebral thickness (µm) and vertebral length (µm). (**D**) Comparison of morphometric measures on precaudal vertebrae 6–8 (n = 4 fish/group) in WT and *col10a1a^−/−^* fish. (**E**) Line plots generated using the FishCut software version 1.2 revealing significantly decreased TMDs in vertebra (Vert.TMD) and centra (Cent.TMD), as well as neural and centra surface areas (Neur.SA, Cent.SA) in *col10a1a^−/−^* relative to WT, while centra and neural arch volumes (Cent.Vol, Neur.Vol) were not significantly affected (* *p* < 0.05), (n = 6 fish/group). (**F**) *col10a1a^−/−^* mutants display fusion of the tail fin vertebra. (n.s. = non significant) significance: *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 6:**
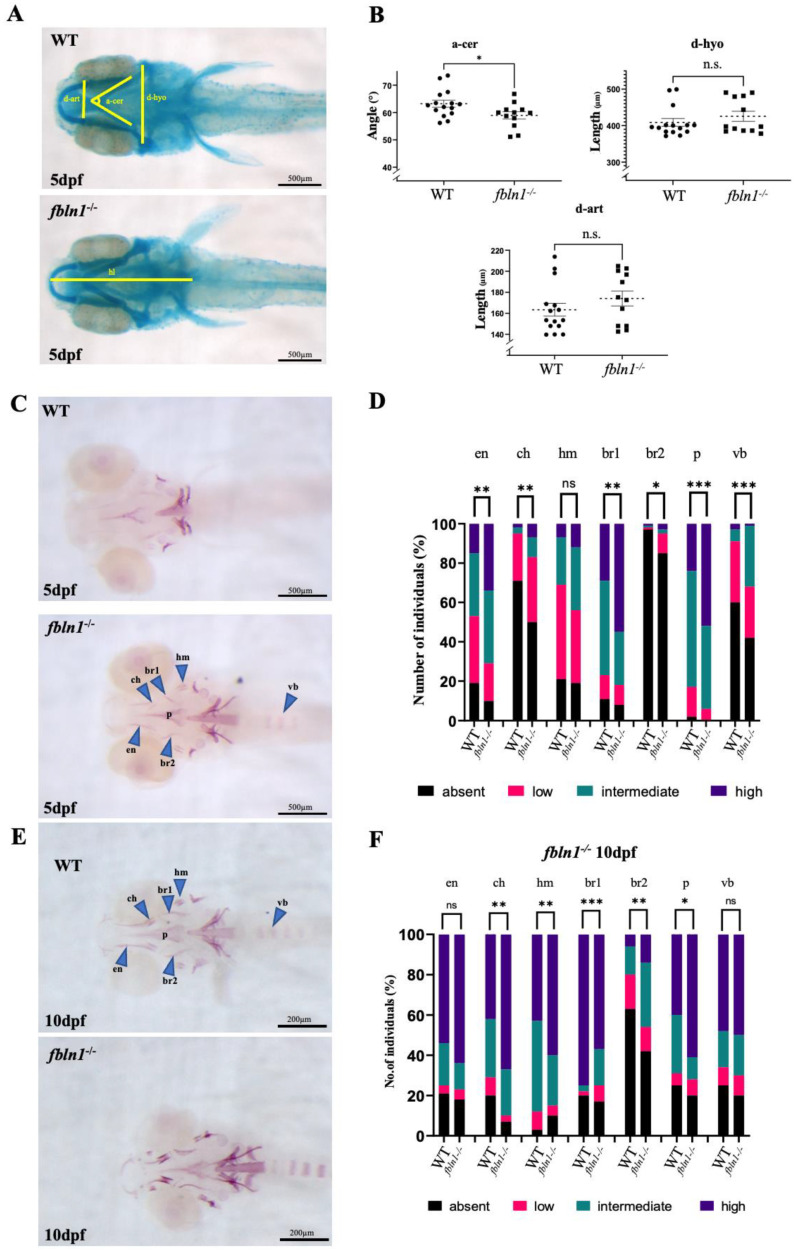
*fbln1^−/−^* mutants present increased mineralization at 5 dpf compared to WT. (**A**) Ventral view of alcian blue stained WT and *fbln1^−/−^* larvae at 5 dpf. The distances measured are indicated. (**B**) *fbln1^−/−^* reveal reduced angle between ceratohyals (a-cer) at 5 dpf compared to WT (WT n = 15, *fbln1*^−/−^ n = 12). (**C**) Ventral view of alizarin red stained WT and *fbln1^−/−^* larvae at 5 dpf. The blue arrowheads point to the skeletal elements: ceratohyal (ch), parasphenoid (p), entopterygoid (en), branchiostegal rays 1 and 2 (br1/br2), hyomandibular (hm), and vertebral body (vb). (**D**) Fraction (%) of individuals presenting a high (dark blue), intermediate (green), low (red), or absent (black) level of bone mineralization in the different bone elements in WT and *fbln1^−/−^* fish at 5 dpf. (WT n = 52, *fbln1^−/−^* n = 68). (**E**) Ventral view of alizarin red stained WT and *fbln1^−/−^* larvae at 10 dpf. (**F**) Fraction (%) of individuals presenting a high (dark blue), intermediate (green), low (red), or absent (black) level of bone mineralization in the different bone elements in WT and *fbln1^−/−^* fish at 10 dpf. (WT n = 35, *fbln1^−/−^* n = 40). (n.s. = non significant), significance: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 7:**
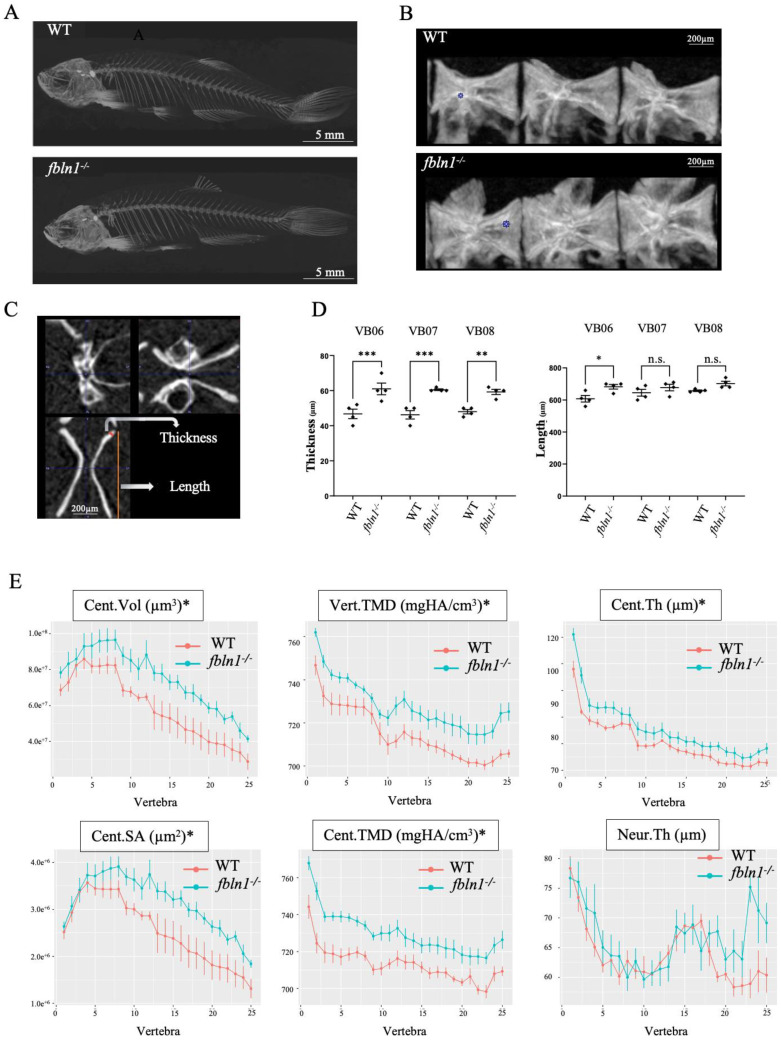
*fbln1^−/−^* adult zebrafish exhibit increased vertebral TMD and vertebral thickness. (**A**) µCT scans (MIPi = Maximum Intensity Projected image) of 1 year old adult WT and mutants. *fbln1^−/−^* larvae show an increased mineralization. (**B**) Lateral view of Vertebrae 6–8 (L to R) for WT and *fbln1^−/−^*, respectively. (**C**) Representative µCT scan of a vertebra in 3 planar views, showing two morphometric measurements: vertebral thickness (µm) and vertebral length (µm). (**D**) Morphometric analysis of individual precaudal vertebral body numbers 6–8 (n = 4 fish/group) revealed a significantly increased thickness and length of the vertebral body in *fbln1^−/−^* compared to WT controls. (**E**) Line plots generated using FishCuT software version 1.2 show significantly increased centra volume (Cent.Vol) and surface area (Cent.SA) in *fbln1^−/−^* compared to WT controls (n = 7 fish/group). Similarly, both vertebral (Vert.TMD) and centra TMD (Cent.TMD) are significantly increased in *fbln1^−/−^*. Significance: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, n.s. = non-significant.

**Figure 8:**
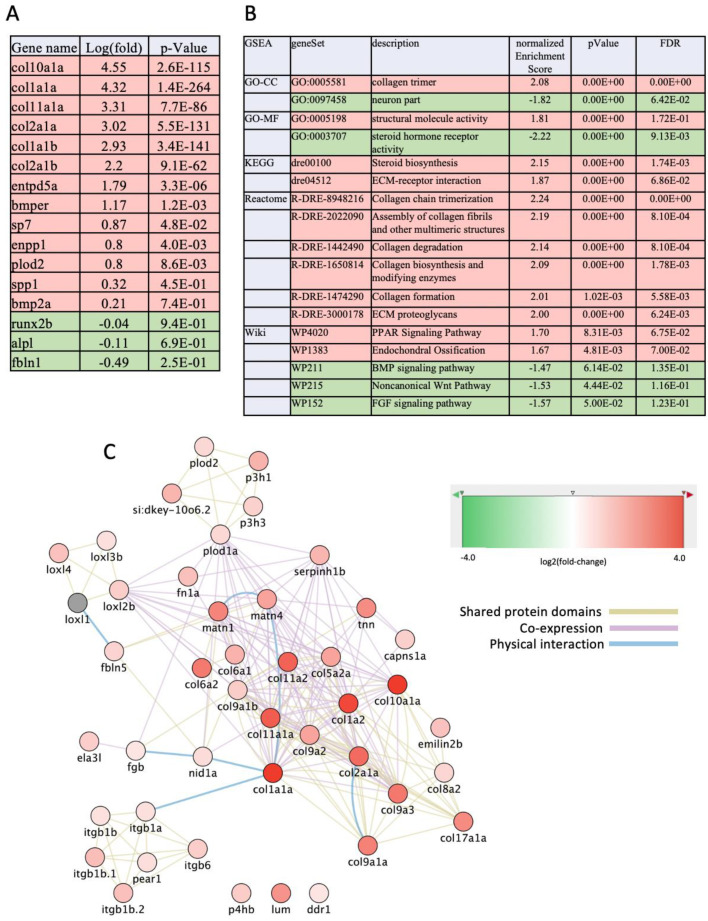
Changes of transcriptome in *fbln1^−/−^* mutants relative to WT at 10 dpf. (**A**) Log(fold-change) and *p*-values for some genes selected for their known role in osteogenesis. (**B**) Selected functional annotations of the list of DEGs in *fbln1^−/−^* mutants. (**C**) Network of DEGs centered around the genes involved in collagen biosynthesis. Red color refers to functions or genes that are upregulated, Green indicates genes or functions that are down-regulated in the mutants. In (**C**), the edges are color-coded according to the nature of interaction between nodes (genes) as indicated.

**Figure 9:**
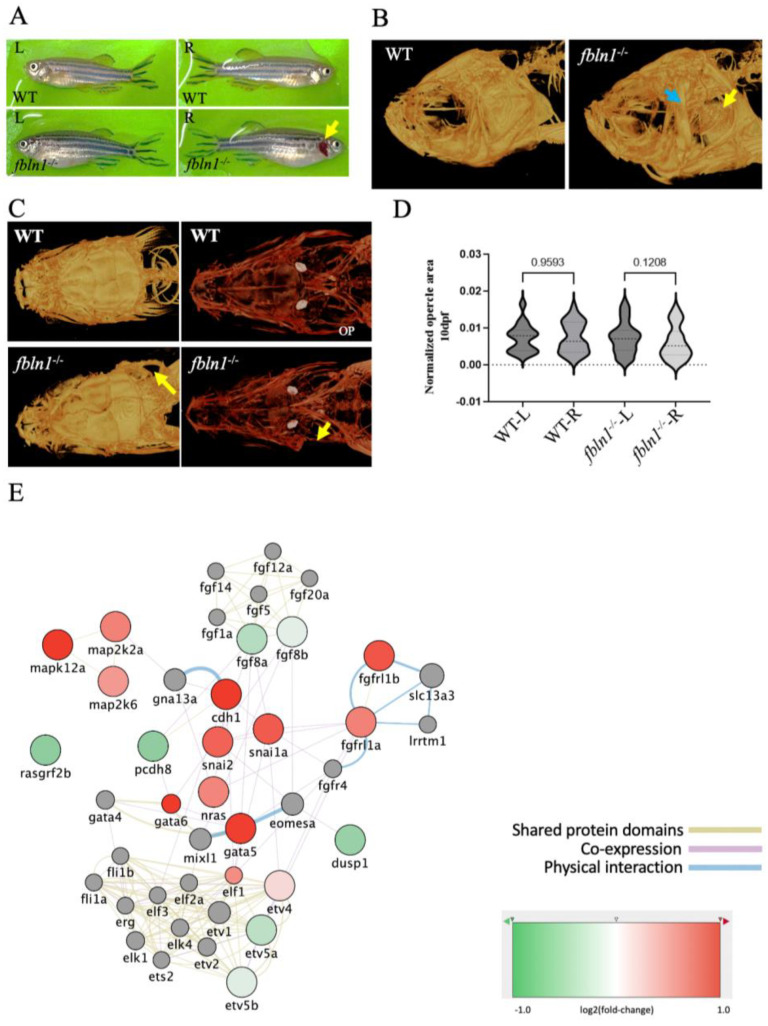
fbln1^−/−^ mutant zebrafish show missing opercle on the right side. (**A**) Adult *fbln1^−/−^* fish bright field image showing the missing opercle (yellow arrow). (**B**) 3D Reconstructed images from µCT scans of adult WT control and *fbln1^−/−^* fish head (yellow arrow: missing opercle, blue arrow: thickened subopercular bone). (**C**) 10 dpf Alizarin red stained zebrafish in ventral view (yellow arrow: missing opercle). (**D**) Left (L) and Right (R) opercle area measured in ventral view on 10 dpf alizarin red stained WT control and *fbln1^−/−^* zebrafish larvae show the trend of asymmetry between the L and R opercles in *fbln1^−/−^* mutant zebrafish (n = 34 WT, n = 37 *fbln1^−/−^* mutants). (**E**) Differentially expressed genes in *fbln1^−/−^* mutants that are involved in Fgf and Mapk signaling.

## Data Availability

The raw sequencing data are available at the Gene expression Omnibus (GEO) repository, respectively at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237934 (accessed on 5 January 2024) for the osteoblast sequencing and at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE238059 (accessed on 5 January 2024) for the *fbln1^−/−^* mutant.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14020139/s1, Figure S1: Gene expression changes in genes involved in BMP signaling. The nodes represent genes, outer ring color represents the log(fold-change) between “AllvsP1”, while the fill color represents the log(fold-change) between “P1vsP2” populations. The network was generated in Cytoscape, using the GeneMANIA databases for zebrafish Shared protein domains, Co-expression, and Physical interaction; Figure S2: Gene expression changes in genes involved in Wnt signaling. The nodes represent genes, outer ring color represents the log(fold-change) between “AllvsP1”, while the fill color represents the log(fold-change) between “P1vsP2” populations. The network was generated in Cytoscape, using the GeneMANIA databases for zebrafish Shared protein domains, Co-expression, Physical interaction, and Genetic interaction; Table S1: List of genes differentially expressed genes when comparing, respectively population P1 to population P2 (P1vsP2), whole larvae to population P1 (AllvsP1), or whole larvae to population P2 (AllvsP2). Only significantly regulated (*p* < 0.001, log(fold-change) > 1.6) genes are listed, raw data and complete gene list are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237934 (accessed on 1 May 2020). On each page, the columns give ENSEMBL gene name, the zebrafish gene name, the log(fold-change), *p*-value, and adjusted *p*-value; Table S2: Gene ontology analysis of differentially expressed genes when comparing, respectively population P1 to population P2 (P1vsP2), whole larvae to population P1 (AllvsP1), or whole larvae to population P2 (AllvsP2). On each page, the table first lists the GSEA (Gen Set Enrichment Analysis) analysis using the databases GO, KEGG, Panther, Reactome, and Wikipathways on “Webgestalt”, followed by home-made zebrafish mutant gene-phenotype (Pheno-Geno) and gene expression in zebrafish databases. The table further shows a separate over-representation analysis (ORA) of up (UP)- or down (DOWN)-regulated genes carried out using the same databases. Columns “gene set” and “description” give the names of the corresponding term, “NormalizedEnrichment” or “EnrichmentRatio” indicates the enrichment factor in the term, pValue and FDR (False Discovery Rate) indicate the statistical significance of the enrichment, while “size” and “overlap” indicates the number of genes, respectively in the term and the dataset, and finally “gene names” holds the list of the overlapping genes in the dataset. Highlighted in red are selected terms/processes that are up-regulated, in green those that are down-regulated; Table S3: List of genes differentially expressed between WT and *fbln1^−/−^* mutants. Only significantly regulated (*p*-value < 0.05, log(fold-change) > 0.5) genes are listed, raw data and complete gene list are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE238059 (accessed on 1 May 2020). The columns give ENSEMBL gene name, the zebrafish gene name, the log(fold-change), and adjusted *p*-value. The second page focuses on selected genes involved in collagen synthesis, Fgf signaling, and on members of the fibulin family.

## References

[1] Long F. (2012). Building strong bones: Molecular regulation of the osteoblast lineage. Nat. Rev. Mol..

[2] Komori T. (2017). Roles of Runx2 in Skeletal Development. Adv. Exp. Med. Biol..

[3] Nakashima K., Zhou X., Kunkel G., Zhang Z., Deng J.M., Behringer R.R., de Crombrugghe B. (2002). The novel zinc finger-containing transcription factor osterix is required for osteoblast differentiation and bone formation. Cell.

[4] DeLaurier A., Eames B.F., Blanco-Sanchez B., Peng G., He X., Swartz M.E., Ullmann B., Westerfield M., Kimmel C.B. (2010). Zebrafish *sp7:EGFP*: A transgenic for studying otic vesicle formation, skeletogenesis, and bone regeneration. Genesis.

[5] Lin X., Patil S., Gao Y.G., Qian A. (2020). The Bone Extracellular Matrix in Bone Formation and Regeneration. Front. Pharmacol..

[6] Apschner A., Schulte-Merker S., Witten P.E. (2011). Not all bones are created equal-using zebrafish and other teleost species in osteogenesis research. Methods Cell Biol..

[7] Hammond C.L., Moro E. (2012). Using transgenic reporters to visualize bone and cartilage signaling during development in vivo. Front. Endocrinol..

[8] Le Pabic P., Dranow D.B., Hoyle D.J., Schilling T.F. (2022). Zebrafish endochondral growth zones as they relate to human bone size, shape and disease. Front. Endocrinol..

[9] Staal Y.C.M., Meijer J., van der Kris R.J.C., de Bruijn A.C., Boersma A.Y., Gremmer E.R., Zwart E.P., Beekhof P.K., Slob W., van der Ven L.T.M. (2018). Head skeleton malformations in zebrafish (Danio rerio) to assess adverse effects of mixtures of compounds. Arch. Toxicol..

[10] Schilling T.F., Kimmel C.B. (1994). Segment and cell type lineage restrictions during pharyngeal arch development in the zebrafish embryo. Development.

[11] Paudel S., Gjorcheska S., Bump P., Barske L. (2022). Patterning of cartilaginous condensations in the developing facial skeleton. Dev. Biol..

[12] Tonelli F., Bek J.W., Besio R., De Clercq A., Leoni L., Salmon P., Coucke P.J., Willaert A., Forlino A. (2020). Zebrafish: A Resourceful Vertebrate Model to Investigate Skeletal Disorders. Front. Endocrinol..

[13] Verreijdt L., Vandervennet E., Sire J.Y., Huysseune A. (2002). Developmental differences between cranial bones in the zebrafish (*Danio rerio*): Some preliminary light and TEM observations. Connect. Tissue Res..

[14] Caetano da Silva C., Ostertag A., Raman R., Muller M., Cohen-Solal M., Collet C. (2023). *wnt11f2* Zebrafish, an Animal Model for Development and New Insights in Bone Formation. Zebrafish.

[15] Dietrich K., Fiedler I.A., Kurzyukova A., Lopez-Delgado A.C., McGowan L.M., Geurtzen K., Hammond C.L., Busse B., Knopf F. (2021). Skeletal Biology and Disease Modeling in Zebrafish. J. Bone Miner. Res..

[16] Li N., Felber K., Elks P., Croucher P., Roehl H.H. (2009). Tracking gene expression during zebrafish osteoblast differentiation. Dev. Dyn..

[17] Nie C.H., Zhang N.A., Chen Y.L., Chen Z.X., Wang G.Y., Li Q., Gao Z.X. (2021). A comparative genomic database of skeletogenesis genes: From fish to mammals. Comp. Biochem. Physiol. Part. D Genom. Proteom..

[18] Niu P., Zhong Z., Wang M., Huang G., Xu S., Hou Y., Yan Y., Wang H. (2017). Zinc finger transcription factor Sp7/Osterix acts on bone formation and regulates *col10a1a* expression in zebrafish. Sci. Bull..

[19] Fisher S., Jagadeeswaran P., Halpern M.E. (2003). Radiographic analysis of zebrafish skeletal defects. Dev. Biol..

[20] Cotti S., Huysseune A., Larionova D., Koppe W., Forlino A., Witten P.E. (2022). Compression Fractures and Partial Phenotype Rescue With a Low Phosphorus Diet in the Chihuahua Zebrafish Osteogenesis Imperfecta Model. Front. Endocrinol..

[21] Bergen D.J.M., Kague E., Hammond C.L. (2019). Zebrafish as an Emerging Model for Osteoporosis: A Primary Testing Platform for Screening New Osteo-Active Compounds. Front. Endocrinol..

[22] Gray R.S., Wilm T.P., Smith J., Bagnat M., Dale R.M., Topczewski J., Johnson S.L., Solnica-Krezel L. (2014). Loss of *col8a1a* function during zebrafish embryogenesis results in congenital vertebral malformations. Dev. Biol..

[23] Kim Y.-I., Lee S., Jung S.-H., Kim H.-T., Choi J.-H., Lee M.-S., You K.-H., Yeo S.-Y., Yoo K.-W., Kwak S. (2013). Establishment of a bone-specific *col10a1:GFP* transgenic zebrafish. Mol. Cells.

[24] Renn J., Buttner A., To T.T., Chan S.J., Winkler C. (2013). A *col10a1:nlGFP* transgenic line displays putative osteoblast precursors at the medaka notochordal sheath prior to mineralization. Dev. Biol..

[25] Simões B., Conceição N., Viegas C.S.B., Pinto J.P., Gavaia P.J., Hurst L.D., Kelsh R.N., Cancela M.L. (2006). Identification of a Promoter Element within the Zebrafish *colXα1* Gene Responsive to Runx2 Isoforms Osf2/Cbfa1 and *til-1* but not to *pebp2αA2*. Calcif. Tissue Int..

[26] Gudmann N.S., Karsdal M.A., Karsdal M.A. (2016). Chapter 10-Type X Collagen. Biochemistry of Collagens, Laminins and Elastin: Structure, Function and Biomarkers.

[27] He Y., Siebuhr A.S., Brandt-Hansen N.U., Wang J., Su D., Zheng Q., Simonsen O., Petersen K.K., Arendt-Nielsen L., Eskehave T. (2014). Type X collagen levels are elevated in serum from human osteoarthritis patients and associated with biomarkers of cartilage degradation and inflammation. BMC Musculoskelet. Disord..

[28] Bateman J.F., Wilson R., Freddi S., Lamandé S.R., Savarirayan R. (2005). Mutations of *COL10A1* in Schmid metaphyseal chondrodysplasia. Human. Mutat..

[29] van der Kraan P.M., van den Berg W.B. (2012). Chondrocyte hypertrophy and osteoarthritis: Role in initiation and progression of cartilage degeneration?. Osteoarthr. Cartil..

[30] Kwan K.M., Pang M.K., Zhou S., Cowan S.K., Kong R.Y., Pfordte T., Olsen B.R., Sillence D.O., Tam P.P., Cheah K.S. (1997). Abnormal compartmentalization of cartilage matrix components in mice lacking collagen X: Implications for function. J. Cell Biol..

[31] Jacenko O., LuValle P.A., Olsen B.R. (1993). Spondylometaphyseal dysplasia in mice carrying a dominant negative mutation in a matrix protein specific for cartilage-to-bone transition. Nature.

[32] Rutkovskiy A., Stenslokken K.O., Vaage I.J. (2016). Osteoblast Differentiation at a Glance. Med. Sci. Monit. Basic. Res..

[33] Venkatesh B., Lee A.P., Ravi V., Maurya A.K., Lian M.M., Swann J.B., Ohta Y., Flajnik M.F., Sutoh Y., Kasahara M. (2014). Elephant shark genome provides unique insights into gnathostome evolution. Nature.

[34] Ling I.T., Rochard L., Liao E.C. (2017). Distinct requirements of *wls*, *wnt9a*, *wnt5b* and *gpc4* in regulating chondrocyte maturation and timing of endochondral ossification. Dev. Biol..

[35] Mahajan D., Kancharla S., Kolli P., Sharma A.K., Singh S., Kumar S., Mohanty A.K., Jena M.K. (2021). Role of Fibulins in Embryonic Stage Development and Their Involvement in Various Diseases. Biomolecules.

[36] Kobayashi N., Kostka G., Garbe J.H., Keene D.R., Bächinger H.P., Hanisch F.G., Markova D., Tsuda T., Timpl R., Chu M.L. (2007). A comparative analysis of the fibulin protein family. Biochemical characterization, binding interactions, and tissue localization. J. Biol. Chem..

[37] Cooley M.A., Harikrishnan K., Oppel J.A., Miler S.F., Barth J.L., Haycraft C.J., Reddy S.V., Scott Argraves W. (2014). Fibulin-1 is required for bone formation and Bmp-2-mediated induction of Osterix. Bone.

[38] Singh U., Sun T., Larsson T., Elliott R.W., Kostka G., Fundele R.H. (2006). Expression and functional analysis of fibulin-1 (Fbln1) during normal and abnormal placental development of the mouse. Placenta.

[39] Cooley M.A., Kern C.B., Fresco V.M., Wessels A., Thompson R.P., McQuinn T.C., Twal W.O., Mjaatvedt C.H., Drake C.J., Argraves W.S. (2008). Fibulin-1 is required for morphogenesis of neural crest-derived structures. Dev. Biol..

[40] Feitosa N.M., Zhang J., Carney T.J., Metzger M., Korzh V., Bloch W., Hammerschmidt M. (2012). Hemicentin 2 and Fibulin 1 are required for epidermal-dermal junction formation and fin mesenchymal cell migration during zebrafish development. Dev. Biol..

[41] Patra C., Diehl F., Ferrazzi F., van Amerongen M.J., Novoyatleva T., Schaefer L., Mühlfeld C., Jungblut B., Engel F.B. (2011). Nephronectin regulates atrioventricular canal differentiation via Bmp4-Has2 signaling in zebrafish. Development.

[42] Sanchez C., Mazzucchelli G., Lambert C., Comblain F., DePauw E., Henrotin Y. (2018). Comparison of secretome from osteoblasts derived from sclerotic versus non-sclerotic subchondral bone in OA: A pilot study. PLoS ONE.

[43] Sojan J.M., Raman R., Muller M., Carnevali O., Renn J. (2022). Probiotics Enhance Bone Growth and Rescue BMP Inhibition: New Transgenic Zebrafish Lines to Study Bone Health. Int. J. Mol. Sci..

[44] Westerfield M. (2007). The Zebrafish Book.

[45] Ma X., Wang Y.W., Zhang M.Q., Gazdar A.F. (2013). DNA methylation data analysis and its application to cancer research. Epigenomics.

[46] Ewels P.A., Peltzer A., Fillinger S., Patel H., Alneberg J., Wilm A., Garcia M.U., Di Tommaso P., Nahnsen S. (2020). The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol..

[47] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[48] Gene Ontology Consortium (2021). The Gene Ontology resource: Enriching a GOld mine. Nucleic Acids Res..

[49] Kanehisa M., Sato Y., Kawashima M. (2022). KEGG mapping tools for uncovering hidden features in biological data. Protein Sci..

[50] Doudna J.A., Charpentier E. (2014). Genome editing. The new frontier of genome engineering with CRISPR-Cas9. Science.

[51] Hwang W.Y., Fu Y., Reyon D., Maeder M.L., Tsai S.Q., Sander J.D., Peterson R.T., Yeh J.R., Joung J.K. (2013). Efficient genome editing in zebrafish using a CRISPR-Cas system. Nat. Biotechnol..

[52] Aceto J., Nourizadeh-Lillabadi R., Maree R., Dardenne N., Jeanray N., Wehenkel L., Alestrom P., van Loon J.J., Muller M. (2015). Zebrafish bone and general physiology are differently affected by hormones or changes in gravity. PLoS ONE.

[53] Aceto J., Nourizadeh-Lillabadi R., Bradamante S., Maier J., Alestrom P., Van Loon J., Muller M. (2016). Effects of microgravity simulation on zebrafish transcriptomes and bone physiology; exposure starting at 5 days post-fertilization. NPJ Microgravity.

[54] Hur M., Gistelinck C.A., Huber P., Lee J., Thompson M.H., Monstad-Rios A.T., Watson C.J., McMenamin S.K., Willaert A., Parichy D.M. (2017). MicroCT-based phenomics in the zebrafish skeleton reveals virtues of deep phenotyping in a distributed organ system. eLife.

[55] Watson C.J., Monstad-Rios A.T., Bhimani R.M., Gistelinck C., Willaert A., Coucke P., Hsu Y.H., Kwon R.Y. (2020). Phenomics-Based Quantification of CRISPR-Induced Mosaicism in Zebrafish. Cell Syst..

[56] Maynard R.L., Downes N., Gonzalez P. (2019). Chapter 3—Introduction to the Skeleton: Bone, Cartilage and Joints. Anatomy and Histology of the Laboratory Rat in Toxicology and Biomedical Research.

[57] Lin Z., Gao C., Ning Y., He X., Wu W., Chen Y.G. (2008). The pseudoreceptor BMP and activin membrane-bound inhibitor positively modulates Wnt/beta-catenin signaling. J. Biol. Chem..

[58] Zhao H.J., Chang H.M., Klausen C., Zhu H., Li Y., Leung P.C.K. (2020). Bone morphogenetic protein 2 induces the activation of WNT/β-catenin signaling and human trophoblast invasion through up-regulating BAMBI. Cell Signal.

[59] Albertson R.C., Yelick P.C. (2007). Fgf8 haploinsufficiency results in distinct craniofacial defects in adult zebrafish. Dev. Biol..

[60] Roehl H., Nüsslein-Volhard C. (2001). Zebrafish *pea3* and *erm* are general targets of FGF8 signaling. Curr. Biol..

[61] Qi H., Aguiar D.J., Williams S.M., La Pean A., Pan W., Verfaillie C.M. (2003). Identification of genes responsible for osteoblast differentiation from human mesodermal progenitor cells. Proc. Natl. Acad. Sci. USA.

[62] Rakar J., Lonnqvist S., Sommar P., Junker J., Kratz G. (2012). Interpreted gene expression of human dermal fibroblasts after adipo-, chondro- and osteogenic phenotype shifts. Differentiation.

[63] Bartelt A., Beil F.T., Muller B., Koehne T., Yorgan T.A., Heine M., Yilmaz T., Ruther W., Heeren J., Schinke T. (2014). Hepatic lipase is expressed by osteoblasts and modulates bone remodeling in obesity. Bone.

[64] Rendenbach C., Yorgan T.A., Heckt T., Otto B., Baldauf C., Jeschke A., Streichert T., David J.P., Amling M., Schinke T. (2014). Effects of extracellular phosphate on gene expression in murine osteoblasts. Calcif. Tissue Int..

[65] Kim M., Yu Y., Moon J.H., Koh I., Lee J.H. (2018). Differential Expression Profiling of Long Noncoding RNA and mRNA during Osteoblast Differentiation in Mouse. Int. J. Genom..

[66] Grundberg E., Brandstrom H., Lam K.C., Gurd S., Ge B., Harmsen E., Kindmark A., Ljunggren O., Mallmin H., Nilsson O. (2008). Systematic assessment of the human osteoblast transcriptome in resting and induced primary cells. Physiol. Genom..

[67] Hsu W.B., Hsu W.H., Hung J.S., Shen W.J., Hsu R.W. (2018). Transcriptome analysis of osteoblasts in an ovariectomized mouse model in response to physical exercise. Bone Joint Res..

[68] Moriarity B.S., Otto G.M., Rahrmann E.P., Rathe S.K., Wolf N.K., Weg M.T., Manlove L.A., LaRue R.S., Temiz N.A., Molyneux S.D. (2015). A Sleeping Beauty forward genetic screen identifies new genes and pathways driving osteosarcoma development and metastasis. Nat. Genet..

[69] Wattanachanya L., Wang L., Millard S.M., Lu W.-D., O’Carroll D., Hsiao E.C., Conklin B.R., Nissenson R.A. (2015). Assessing the osteoblast transcriptome in a model of enhanced bone formation due to constitutive Gs–G protein signaling in osteoblasts. Exp. Cell Res..

[70] Rawlinson S.C., McKay I.J., Ghuman M., Wellmann C., Ryan P., Prajaneh S., Zaman G., Hughes F.J., Kingsmill V.J. (2009). Adult rat bones maintain distinct regionalized expression of markers associated with their development. PLoS ONE.

[71] Nie C.-H., Wan S.-M., Chen Y.-L., Huysseune A., Wu Y.-M., Zhou J.-J., Hilsdorf A.W.S., Wang W.-M., Witten P.E., Lin Q. (2022). Single-cell transcriptomes and *runx2b^−/−^* mutants reveal the genetic signatures of intermuscular bone formation in zebrafish. Natl. Sci. Rev..

[72] Eames B.F., Amores A., Yan Y.L., Postlethwait J.H. (2012). Evolution of the osteoblast: Skeletogenesis in gar and zebrafish. BMC Evol. Biol..

[73] Lin C.-H., Hu H.-J., Hwang P.-P. (2017). Molecular Physiology of the Hypocalcemic Action of Fibroblast Growth Factor 23 in Zebrafish (Danio rerio). Endocrinology.

[74] Chiba A., Watanabe-Takano H., Terai K., Fukui H., Miyazaki T., Uemura M., Hashimoto H., Hibi M., Fukuhara S., Mochizuki N. (2017). Osteocrin, a peptide secreted from the heart and other tissues, contributes to cranial osteogenesis and chondrogenesis in zebrafish. Development.

[75] Wang J.S., Kamath T., Mazur C.M., Mirzamohammadi F., Rotter D., Hojo H., Castro C.D., Tokavanich N., Patel R., Govea N. (2021). Control of osteocyte dendrite formation by Sp7 and its target gene osteocrin. Nat. Commun..

[76] Tian Y., Wang W., Lautrup S., Zhao H., Li X., Law P.W.N., Dinh N.D., Fang E.F., Cheung H.H., Chan W.Y. (2022). WRN promotes bone development and growth by unwinding SHOX-G-quadruplexes via its helicase activity in Werner Syndrome. Nat. Commun..

[77] Sztal T.E., Stainier D.Y.R. (2020). Transcriptional adaptation: A mechanism underlying genetic robustness. Development.

[78] Russell M.W., Raeker M.O., Geisler S.B., Thomas P.E., Simmons T.A., Bernat J.A., Thorsson T., Innis J.W. (2014). Functional analysis of candidate genes in 2q13 deletion syndrome implicates FBLN7 and TMEM87B deficiency in congenital heart defects and FBLN7 in craniofacial malformations. Hum. Mol. Genet..

[79] Kostka G., Giltay R., Bloch W., Addicks K., Timpl R., Fassler R., Chu M.L. (2001). Perinatal lethality and endothelial cell abnormalities in several vessel compartments of fibulin-1-deficient mice. Mol. Cell. Biol..

[80] Albertson R.C., Yelick P.C. (2005). Roles for fgf8 signaling in left-right patterning of the visceral organs and craniofacial skeleton. Dev. Biol..

[81] Zbasnik N., Dolan K., Buczkowski S.A., Green R.M., Hallgrímsson B., Marcucio R.S., Moon A.M., Fish J.L. (2022). Fgf8 dosage regulates jaw shape and symmetry through pharyngeal-cardiac tissue relationships. Dev. Dyn..

[82] Fresco V.M., Kern C.B., Mohammadi M., Twal W.O. (2016). Fibulin-1 Binds to Fibroblast Growth Factor 8 with High Affinity: Effects on embryo survival. J. Biol. Chem..

# Supplementary material for: The Osteoblast Transcriptome in Developing Zebrafish Reveals Key Roles for Extracellular Matrix Proteins Col10a1a and Fbln1 in Skeletal Development and Homeostasis
**Source:** Biomolecules. 2024 Jan 23;14(2):139. doi: 10.3390/biom14020139
**Supplement:** Supplementary file 1

## Slide 1
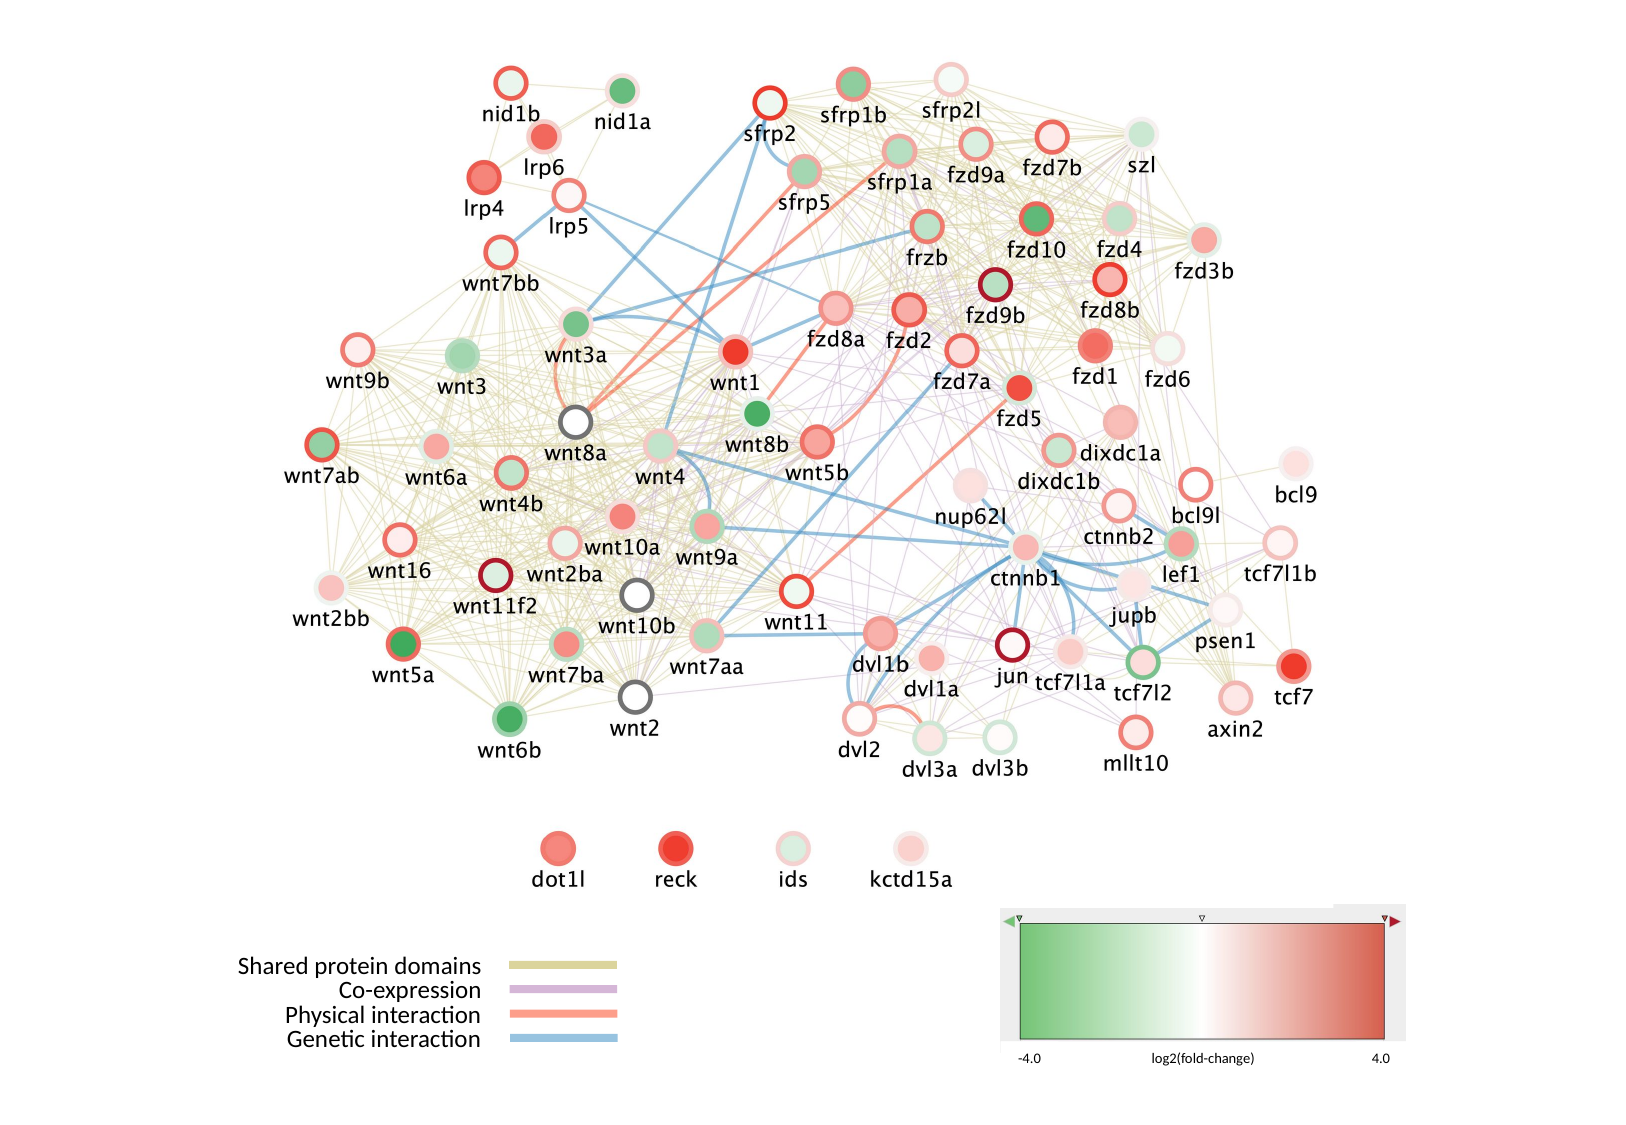

log2(fold-change)
-4.0
4.0
Shared protein domains
Co-expression
Physical interaction
Genetic interaction

How the deposited data were processed for this re-analysis (not part of the article)

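Heads of 10 dpf zebrafish larvae were sequenced in 3 pools of *fbln1* mutants and 3 pools of WT, with 21 heads per pool by the paper's methods and about 20 by the design text of the series. The sorted osteoblast samples P1 and P2 were not analysed here. The authors made the gene counts with the nf-core rnaseq pipeline on GRCz11, divided them by 1 size factor per library and deposited these normalized counts. The authors' deposited table of their DESeq2 comparison holds log2 fold changes, p-values, mean normalized counts and a test statistic, which is a score with no fixed range, as its header names them.

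Both tables separate their cells with semicolons, which the automatic check of units does not split, so that check could not read them. The measurement columns other than the test statistic are therefore recorded under a unit that this check passes over, and it made no check of any column of either table. A separate script applied the same limits to the tables split at semicolons. It found no text in place of a number, no negative count, and no p-value outside 0 to 1.

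The normalized counts were divided by the step between low values of each library, and 100% of the values of each library came out whole. The factors found from the steps equalled the median-of-ratios size factors of the whole reads in each of the 6 libraries. Between 15174207 and 18721515 reads per library were counted on genes. A floor of 3 reads corresponds to 2.60 to 3.20 normalized counts, and floors cover counting error only. Pools of one group differed by more than sampling noise, with a chi-square per degree of freedom from 6.07 to 16.01 over the 6 pairs.

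The test planned before the data were examined was a count test with TMM scaling. Since the deposited values are normalized counts, limma version 3.58.1 in R version 4.3.3 was used in its place, on log2(normalized count + 1). Genes with at least 10 normalized counts in at least 3 libraries were tested, and genotype was the only term of the model. Variances were moderated with a trend on mean expression (eBayes), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. The paper states the same 2 limits with a p-value that it does not call adjusted, and its fold changes were computed in another way. On simulated counts for 20691 genes with 200 changed genes, 95.5% of the changed genes and 13 unchanged genes were called. All changed genes were given the same size of change, well above 0.5, and all genes a dispersion of 0.02. The simulation therefore does not give the sensitivity to changes near 0.5 or at another spread between pools.

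Gene sets were fixed before the deposited files were examined but after the paper's tables, which list values of some of these genes, were read, and 14 were tested with camera in limma at a preset correlation of 0.01 between genes. The value of a set is its median log2 fold change minus that of all tested genes, and p-values were adjusted over the sets. The lists of genes higher and lower in P2 were read from the paper's Table S1. The rule set before the data were examined names the genes the paper names for this comparison, in its text, Fig. 8A or the selected genes of Table S3, and the 5 called genes with the largest increases and the 5 with the largest decreases that changed in the same direction in all 3 same-numbered pairs. Some members of the gene sets are named beside these and were chosen after their values were seen. Of 44 genes named by the paper, 43 were tested, and *efemp1* was below the filter on low counts. Of the 43, 30 had an adjusted p under 0.05 over all tested genes and 31 when adjusted over the 43 alone, and 28 were called.

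Alternatives covered scaling, the filter on low counts, the pseudocount, the variance trend, the threshold, the replicate block, limma-voom on the recovered reads, leaving out each library, other set tests, and Bmp and Fgf lists restricted to receptor ligands. The trimmed-mean scaling was written for this purpose after edgeR's TMM method, without that package. Count tests were not run, because the recovered reads had not passed the automatic check of units. For limma-voom, which also models counts, the recovery rests on the step and size-factor comparisons above. Gene neighbours of *fbln1* were taken from an annotation of the GRCz12tu assembly by symbol, and no coordinates were used. Of the tested genes, 17371 matched a symbol there. Gene symbols were matched without regard to case. Tables were read with Python version 3.11.15.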

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

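The tests of liver genes, of library size and of the scaling were chosen after related values had been seen, and the others before. The p-values of the liver, Hox, kidney and fasting sets are adjusted over the 5 sets of this kind, which was decided after the unadjusted values were seen and left the side of the 0.05 threshold unchanged for each of the 4.

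Intestine genes and exocrine pancreas genes, which the paper does not discuss, were higher in the mutant heads. The 23 intestine genes had a median log2 fold change 3.07 above that of all tested genes (camera in limma, adjusted p = 5.38e-17), and 22 were called higher. The adjusted p ranged from 1.23e-21 to 0.163 over the alternatives. The 17 exocrine pancreas genes had a median 1.19 above it (adjusted p = 3.32e-07), and all 17 were called higher, though 6 were without a variance trend and from 10 to 17 were with one library left out. Their adjusted p ranged from 3.53e-11 to 0.378. In both sets the median of each of the 3 mutant pools was above that of each WT pool. Both lists were written after reading the paper's Table S3, which lists such genes among its increases, so the tests do not stand apart from that table.

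A difference in library size was not seen, since the ratio of median reads on genes, mutant over WT, was 1.02. The 10 most abundant genes took a share of counts only 0.32 percentage points larger in the mutant. With library size alone as the scaling, the median log2 fold change of intestine genes was 3.01, but this scaling moves all genes almost alike (their median was -0.06 in place of -0.025), so it could hardly have changed that value. More tissue from behind the head in the mutant samples is a candidate explanation. Liver genes were higher in the mutant, as that explanation predicts (limma's camera, adjusted p = 3.6e-05, 14 genes, median 0.42 above that of all tested genes). Their rise was smaller than the 3.07 of intestine genes. No value with the estimated correlation is given for liver genes, and none of the 14 sets tested with it had an adjusted p under 0.05. Among the mutant pools, pool 1 had the highest set median for intestine genes (2.429) and pool 2 for liver genes (0.319), with pool 3 lowest in both. Hox genes of the trunk had a median 0.33 above that of all tested genes, and 10 of 12 had a higher mean in the mutant, but the set was not past the threshold (limma's camera, adjusted p = 0.371). The 2 tested posterior Hox genes, also part of the adjustment, were 0.79 above it and both higher (limma's camera, adjusted p = 0.371). Kidney genes were 0.38 above it (limma's camera, adjusted p = 0.371). In the liver, both Hox and the kidney sets, the median of each mutant pool was above that of each WT pool. The pattern cannot be told apart from a difference in how much gut, pancreas and liver tissue the head samples held. A change in these organs in the mutant may also contribute, and no test here separates the 2.

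Cell cycle genes were also higher in the mutant and are not discussed in the paper. The 29 genes had a median 2.17 above that of all tested genes (camera adjusted p = 9.02e-23), and 26 were called higher. The adjusted p ranged from 2.93e-26 to 0.062 over the alternatives. With library size alone as the scaling, their median log2 fold change was 2.11, which that scaling could hardly have changed either. A difference in feeding or growth state between the pools is a candidate explanation for this set and for the sterol synthesis genes. Fasting response genes, which would then be lower in the mutant, had a median -0.19 from that of all tested genes and were not past the threshold (limma's camera, adjusted p = 0.371). That explanation therefore stays open, and no difference in feeding is stated in the labels. Different numbers of dividing cells in the heads may also be involved, for which no separate test was run. In collagen genes too, the set median of each mutant pool was above that of each WT pool. No test here separates their rise from a difference in feeding or growth state.

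Other splits of the 6 libraries into 3 and 3 were compared with the real one. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one included, and the other splits part only 1 pair. Of these 4 splits, 1 (the real one) gave as small a p for the intestine genes and 1 for the cell cycle genes, and 2 did for the exocrine pancreas genes. With 4 splits the share cannot fall below the level of 0.05, so these comparisons do not exclude chance.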

How the results depend on the processing

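Alternatives were set before the data were examined, except trimmed-mean scaling, the pseudocounts of 0.1 and 5, the fit without a variance trend, and Bmp and Fgf lists restricted to receptor ligands, which were chosen after seeing the data. The planned DESeq2 test, DESeq2 with shrunken fold changes, DESeq2 with the replicate block, the count test with another scaling in edgeR, and the edgeR test itself were not run. The test against 0.5 used limma. The cause of each change below was not tested.

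With no threshold on the fold change, 7022 genes were called, 3906 higher and 3116 lower, and the share that was higher went from 85.2% to 55.6%. When the change was tested against 0.5, 1256 genes were called, 1254 higher and 2 lower. Among the other scalings, the share that was higher was between 79.4% and 88.9%. Across the 6 fits that each left out one library, from 2576 to 4273 genes were called, from 2318 to 3173 higher and from 253 to 1100 lower. The share that was higher ran from 74.3% to 91.6% across those fits.

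With the correlation between genes estimated from the libraries, none of the 14 sets had an adjusted p under 0.05, 4 had an unadjusted p under 0.05, and the 8 sets past it with the preset correlation were no longer so. Their medians, which do not depend on the correlation, were 1.75 for collagen genes (adjusted p = 0.0734), -0.18 for Fgf pathway response genes (0.326), -0.13 for MAP kinase genes (0.161), 2.32 for sterol synthesis genes (0.158), 0.27 for genes lower in P2 than in P1 (0.0734), 3.07 for intestine genes (0.163), 1.19 for exocrine pancreas genes (0.378) and 2.17 for cell cycle genes (0.062). The rotation test fry, which asks whether a set changed at all, put 3 more sets under 0.05, each with an adjusted p of 0.00743. These were Wnt ligand genes with a median of 0.15, fibulin family genes with 0.27 and genes higher in P2 than in P1 with 0.011.

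The median of genes higher in P2 than in P1 was -0.004 with no filter and -0.011 with at least 10 normalized counts in every library, and ran from -0.016 to 0.04 with one library left out. That of Fgf pathway response genes ran from -0.23 to -0.15 (adjusted p from 0.0191 to 0.0555), and that of MAP kinase genes from -0.16 to -0.092 (adjusted p from 0.0205 to 0.054). Log2 fold changes that crossed 0 with one library left out ran from -0.38 to 0.022 for *runx2b*, from -0.34 to 0.052 for *fgf8b*, from -0.006 to 0.54 for *bmp2a*, from -0.078 to 0.16 for *bmp2b* and from -0.087 to 0.11 for *scpp1*, which was -0.014 with library size alone. Of 520 values of the 53 named genes under the other alternatives, 508 kept direction and side of the threshold, 8 were weaker and 3 stronger. With one library left out, 274 of 306 did, 21 were weaker and 3 stronger. Settings whose filter removed a gene gave no value for it.

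The description of the series compares each mutant batch with WT siblings, while the sample labels give the controls as AB wt larvae. The paper's methods describe crosses of heterozygous parents, with heads pooled by genotype once it was known. The column names of the counts give the controls as WT of the *fbln1* line. Both speak for siblings, but the sample labels do not settle which holds. No test here separates genotype from the origin of the controls. Same-numbered pools hold different animals. Deviations from the group means correlated at 0.08 over the same-numbered pairs together (0.04, 0.15 and 0.04 for replicates 1, 2 and 3, across genes). With the replicate block, 3822 genes were called, 3241 higher and 581 lower, and 3676 of the 3746 genes were among them. The 8 sets past the threshold were past it with the block too, with an adjusted p of 2.28e-21 for collagen genes and 0.0289 for Fgf pathway response genes.

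Genes with low counts are limited by depth. For *apoa4a* and *lct* in WT and AL935186.9 in the mutant, no pool had more than 3 reads, so their fold changes are lower bounds. The gene AL935186.9 was at least 29.7-fold lower in the mutant.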

Differences from the paper's values

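Of 33 values compared with the paper's, 3 differed by the criteria set for replicate spread and ratio.

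The paper reports 297 genes lower in the mutant, and 555 were called lower here. Of the alternatives set before the data were examined, the fits without WT replicate 1 (253 genes), without WT replicate 3 (431) and without mutant replicate 2 (258) came within 1.5 times the paper's number, and the others did not. Trimmed-mean scaling (410) and the fit without a variance trend (387) also did, and both were chosen after seeing the values. In the authors' deposited table, an adjusted p-value under 0.05, a log2 fold change of at least 0.5 in size and a mean above 30 normalized counts give 2511 genes, 2214 higher and 297 lower, the paper's numbers. The limit on the mean was tried after seeing the values, and the paper's text does not name it.

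For *col10a1a*, the paper's log2 fold change is 4.55 and the value here was 4.87, with a replicate SD of 0.31. The authors' deposited table holds the same mean normalized counts as here, 1237.59 in the mutant and 41.06 in WT. The difference therefore lies in how the fold change was computed and not in the counts. For *apoa4a*, the authors' log2 fold change is 0.74 beside means of 443.44 in the mutant and 1.7 in WT. That is far less than these means give, so the authors' fold changes are not plain ratios of the means for every gene. The paper does not state how they were computed beyond naming DESeq2. Library size alone (4.84), upper-quartile scaling (4.85) and the fits without WT replicate 1, WT replicate 2 or mutant replicate 1 brought the difference within that SD, and the other alternatives set before the data were examined did not. A pseudocount of 5 (4.74), chosen after seeing the values, also did.

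For *entpd5a*, the paper's log2 fold change is 1.79 and the value here was 2.50, with a replicate SD of 0.61. Here too the mean normalized counts in the authors' deposited table were the same, 83.51 in the mutant and 14.54 in WT, so the counts do not differ. The fits without WT replicate 1 and without mutant replicate 1 came within that SD, and the other alternatives set before the data were examined that gave a value did not. A pseudocount of 5 (2.21), chosen after seeing the values, also did.

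The paper's text gives *hmcn1* as upregulated, and its log2 fold change here was -0.34 (limma adjusted p = 0.0537). The value for *hmcn1* in the authors' deposited table is -0.32. The paper places *spp1* among the upregulated genes, and its adjusted p here was 0.141. It names *runx2b* and *alpl* with the downregulated genes, as little changed, and here their log2 fold changes of -0.12 and -0.11 had that direction with adjusted p-values of 0.824 and 0.411. The paper describes a decrease of *fbln1*, whose adjusted p was 0.162 here and 0.0424 without mutant replicate 1. The paper describes a small decrease of *fgf8a* and *fgf8b*, whose log2 fold changes of -0.43 and -0.15 here had adjusted p-values of 0.117 and 0.655. It describes all collagen genes as upregulated, and 46 of 51 had a higher mean in the mutant. It describes Bmp and Wnt signaling as downregulated to a small degree, from annotated pathways. Lists of genes named after the ligands had medians 0.25 and 0.15 above that of all tested genes, neither past the threshold with camera. With the rotation test fry, the adjusted p was 0.0607 for the Bmp list and 0.00743 for the Wnt list. In both lists, each mutant pool was above each WT pool in the median of the set. The results and the methods on sequencing name whole larvae, and the methods on RNA extraction and the sample labels name heads.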

Other observations

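The tests of the share of higher genes and of splits for the genes higher and lower were chosen after the results were seen.

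Of the 4 splits that part all 3 same-numbered pairs, 1 (the real one) gave as many called genes, 1 as many in the larger direction and 1 as many in the smaller direction. The other 3 gave 0 called genes, with 97 to 264 genes at an unadjusted p under 0.05 and the same fold change threshold, against 4295 for the real split. Of the same 4 splits, 1 gave as small a p for collagen genes, 1 for MAP kinase genes, 1 for sterol synthesis genes and 1 for genes lower in P2 than in P1. For Fgf pathway response genes, Bmp, Wnt and Fgf ligand genes, fibulin family genes and neuron genes, 2 of the 4 did, and for genes higher in P2 than in P1, 4 did. With 4 splits no share can fall below 0.05.

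A block of linked variants around *fbln1*, carried along with the mutation, was tested as a hypothesis for part of the called genes. The neighbours were up to 50 tested genes with a matching symbol on each side of *fbln1* on its chromosome, 77 in all. Of these 77 genes, 10 were called (13%), beside 18.9% of 17293 other matched genes (one-sided Fisher's exact test, p = 0.934). On the same chromosome, 107 of 535 matched genes were called (20%). The neighbours were not called more often, but so few genes cannot account for the 3746 called genes or exclude a part in them, and genes without a matching symbol were left out.

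The excess of higher over lower genes cannot be told apart from an effect of the scaling. At least 79.4% of called genes were higher under each of 3 other scalings, but these centre all genes almost alike, with medians of the log2 fold change from -0.06 to -0.002. Without the threshold on the fold change, 55.6% of 7022 genes were higher, and no other scaling was tried there. No biological explanation of the excess was tested.

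The 5 called genes with the largest decreases that changed in the same direction in all 3 pairs were AL935186.9, BX324227.2, CR749163.2, si:ch211-155i14.1 and *nox5*. With one library left out, BX324227.2, CR749163.2 and si:ch211-155i14.1 were each weaker in 5 of 6 fits. Their limma adjusted p rose to as much as 0.121, 0.121 and 0.124. For *nox5*, 1 of the 3 fits that gave a value was weaker, with an adjusted p of up to 0.0765. For AL935186.9, it was at most 1.63e-05 in 3 such fits. AL935186.9 had 66.1, 99.0 and 114 normalized counts in the WT pools and 0 in each mutant pool. BX324227.2 had 39.2, 38.6 and 47.0 in the WT pools and 0, 0 and 40.7 in the mutant pools.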
